# Insulin signaling in the long-lived reproductive caste of ants

**DOI:** 10.1126/science.abm8767

**Published:** 2022-09-01

**Authors:** Hua Yan, Comzit Opachaloemphan, Francisco Carmona-Aldana, Giacomo Mancini, Jakub Mlejnek, Nicolas Descostes, Bogdan Sieriebriennikov, Alexandra Leibholz, Xiaofan Zhou, Long Ding, Maria Traficante, Claude Desplan, Danny Reinberg

## Abstract

In most organisms, reproduction is correlated with shorter life span. However, the reproductive queen in eusocial insects exhibits a much longer life span than that of workers. In *Harpegnathos* ants, when the queen dies, workers can undergo an adult caste switch to reproductive pseudo-queens (gamergates), exhibiting a five-times prolonged life span. To explore the relation between reproduction and longevity, we compared gene expression during caste switching. Insulin expression is increased in the gamergate brain that correlates with increased lipid synthesis and production of vitellogenin in the fat body, both transported to the egg. This results from activation of the mitogen-activated protein kinase (MAPK) branch of the insulin signaling pathway. By contrast, the production in the gamergate developing ovary of anti-insulin Imp-L2 leads to decreased signaling of the AKT/forkhead box O (FOXO) branch in the fat body, which is consistent with their extended longevity.

Differences in life span within a species offer an opportunity to investigate the regulatory processes involved in aging. Reproduction has an important influence on longevity: Genes that favor reproductive fitness normally shorten life span because animals allocate nutritional and metabolic resources for reproduction at the cost of longevity (1-3). Adaptive responses to dietary restriction in various species include reduced reproductive capability and prolonged life span (1, 2). The functional anticorrelation between reproduction and longevity involves the insulin/insulin-like growth factor (IGF) signaling pathway (IIS) because increased IIS activity required for reproduction leads to shorter life span in most animals (2, 4, 5).

Studies in *Caenorhabditis elegans, Drosophila*, mouse, and other model organisms have analyzed the effects of signaling pathways, particularly those of the IIS pathway, in regulating longevity (2, 3). In insects, the brain, fat body (the metabolic organ that is similar to the vertebrate liver and adipose tissue), and ovary are the primary tissues that regulate longevity and reproduction (3, 6). Ablation at the larval stages of the insulin-producing cells (IPCs) in the *Drosophila* brain causes lower female fecundity, increased storage of lipid, and extended life span (3, 7). The fat body mainly contains adipocytes and oenocytes (hepatocyte-like cells), which have essential roles in energy storage and utilization, pheromone synthesis, reproduction, and longevity (3, 6, 8). Up-regulation of the forkhead box O (FOXO) transcription factor, a negative effector of IIS, in the *Drosophila* fat body or adipose tissue in mice extends life span but reduces fecundity (2, 7). The ovary also has a role in the regulation of life span in some species: Removal of germline cells extends life span in *Drosophila* and *C. elegans* (7). However, in eusocial insects—such as ants, bees, wasps, and termites—the complete reproductive function of a colony depends on one or very few female individuals that have increased longevity [up to 30 times longer compared with their nonreproductive female nestmates (workers)] (9-11), despite sharing a similar genome. Although IIS has been widely studied in eusocial insects [for example, (12)], it is not clear yet how this reproduction-associated longevity is regulated at the cellular and molecular levels.

## Extended longevity upon caste switching from worker to pseudo-queen

In the ant *Harpegnathos saltator* (*Hs*), when the queen in a colony dies or is removed, nonreproductive workers start dueling with each other. The winners gradually transition to becoming gamergates (pseudo-queens) that continue dueling, develop queen-like behavior, begin laying eggs, and exhibit a five-times life span extension (Fig. 1A) (10, 13, 14). Gamergates can also be reverted back to workers (“revertants”) when they are placed in a colony with an established reproductive caste, returning to a shortened life span (15). Although the median life span of regular workers (W) was 217 days (Fig. 1B and fig. S1A), the median life span of gamergates (G) was ~1100 days (10). The median life span of revertants (R) was 188 days, which was comparable with 184 days found in their worker nestmates (W^R^) (Fig. 1B and fig. S1A). This was shorter than the 217-day life span of regular workers, possibly because the harsh policing of gamergates by workers during the reversion induces colony stress.

To determine the reproductive potential of the castes, we inspected the ovaries of workers, gamergates, and revertants. Fertile gamergates had eight ovarioles (four on each side) that contained chains of four to six egg chambers, including some with fully developed oocytes (stage 6) (Fig. 1, C and D). By contrast, workers had ovaries with very small, partially developed ovarioles that each contained the germarium where stem cells are located, with zero to two early-stage egg chambers (stages 1 or 2) and no fully developed oocytes. Thus, ovary growth is blocked at the early stage of egg formation in workers but is activated in gamergates (Fig. 1, C and D). The ovaries of revertants also had zero to two immature egg chambers per ovariole (Fig. 1, C to E), which correlated with their loss of reproduction (15). We sought to address how life span could be increased during active reproduction in this species.

## Insulin expression is increased in the brain of the reproductive caste

We performed bulk RNA sequencing from tissues that are important for reproduction and metabolism (brain, ovary, and fat body) from workers, gamergates, and revertants. 

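RNA from the central brain without optic lobes and from the whole ovary of single 6-month-old ants was sequenced, with 4 workers, 4 gamergates and 4 revertants for each tissue and 24 libraries in all. PolyA-selected RNA was made into strand-specific libraries, the reads were aligned by the authors with STAR, and the number of reads on each of 12654 genes was deposited for every library, without normalization. The 12 fat body libraries were not analysed here. Total counts per brain library ranged from 1339043 to 4926716 in workers (median 2738033), from 1660576 to 1799316 in gamergates (median 1760205) and from 4115800 to 12917125 in revertants (median 6696230). In the ovary they ranged from 1863023 to 7519671 in workers (median 2840865), from 5354569 to 23882325 in gamergates (median 14528414) and from 1663266 to 7391217 in revertants (median 3860991). The labels of the libraries place all brain libraries on one sequencing lane and all ovary libraries on another, so the lane did not differ between castes within a tissue. The paper states that workers and gamergates were taken from the transition colony and revertants from the reversion colony. In every comparison with revertants, the colony therefore differs along with the caste. Each pair of castes was fitted by itself, with edgeR's TMM normalization, its filterByExpr filter on low counts and its quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs, the threshold the paper states. The paper names edgeR, and its text does not name the test or a filter. Expression levels are given as log2 CPM (the reads of a gene over the total of its library after TMM scaling, computed with edgeR) with a prior count of 2. On the first principal component of the brain libraries, which held 49.6% of the variance, worker libraries 1 and 3 (−25.3 and −22.4) lay beside the revertants and worker libraries 2 and 4 (21.6 and 32.3) beside the gamergates. The same division followed library size. Worker libraries 1 and 3 and all 4 revertants had more than 3500000 counts, and worker libraries 2 and 4 and all 4 gamergates had fewer, a limit set after the totals and the components had been seen. In the ovary, worker library 3, revertant libraries 2 and 3 and all 4 gamergates were over this limit. Values among libraries of one size class, or with the size class as a term in a fit of the 12 libraries of a tissue, are therefore given beside the comparisons of castes.

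**Figure D1:**
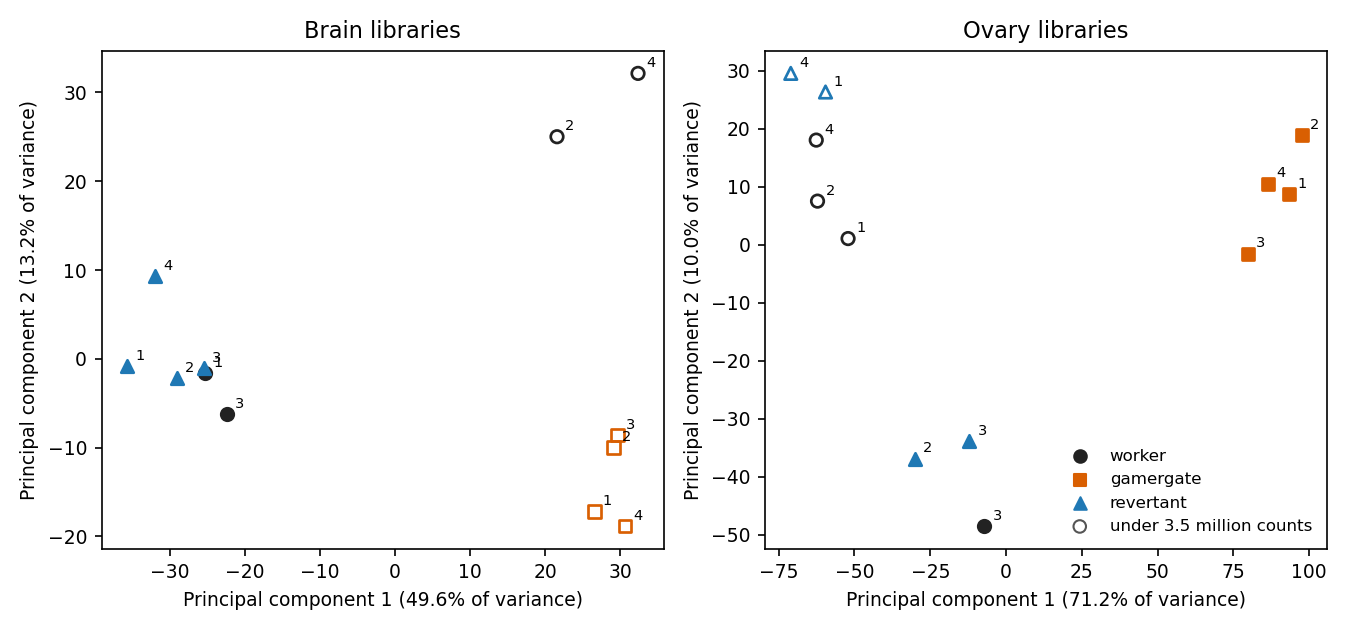
First and second principal components of the 12 brain libraries and of the 12 ovary libraries, computed from log2 CPM, with one point per library, a colour for each caste and open symbols for libraries under 3500000 counts. In the brain, the first component (49.6% of the variance) places worker libraries 2 and 4 with the gamergates and worker libraries 1 and 3 with the revertants, and in the ovary the first component (71.2%) places the 4 gamergates apart from the other 8 libraries.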

The results confirmed the expression profile of previously characterized differentially expressed genes (DEGs), such as the gene encoding the neuropeptide Corazonin (Crz), which is highly expressed in the worker brain, and the egg yolk precursor *vitellogenin* (*Vg*) gene, which is increased in the gamergate fat body (Fig. 2, A and B, and table S1) (16). Additionally, we compared worker versus gamergate DEGs with gamergate versus revertant DEGs and found that the majority (>60%) of fat body and ovary genes with altered expression during the transition to gamergates returned to their worker expression in the revertants (fig. S1B). 

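Crz (LOC105191954) encodes pro-corazonin, and between 75 and 212 of its reads were counted in each worker brain, 3 to 22 in each gamergate brain and 323 to 776 in each revertant brain. Its level was 5.79 ± 0.32 log2 CPM (SD, n = 4) in workers, 2.61 ± 1.27 (SD, n = 4) in gamergates and 6.04 ± 0.25 (SD, n = 4) in revertants. The log2 fold change of gamergates relative to workers was −2.92 (standard error 0.42, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every gamergate brain was below every worker brain (exact permutation test, two-sided p = 0.0286, the smallest p that 4 libraries against 4 allow). Relative to revertants the log2 fold change was −3.17 (standard error 0.35, adjusted p = 3.1e-05 in the same quasi-likelihood test). Revertants and workers differed by less than the spread between libraries, with a log2 fold change of 0.23 (standard error 0.19, adjusted p = 0.475 in the same test). Among the 6 brain libraries under 3500000 counts, 4 from gamergates and 2 from workers, the difference was −3.10 and also past the threshold. Of the other settings that used all 8 libraries, the one that moved the comparison with workers most was thinning every library to 1339043 counts, which gave −2.62. Without gamergate library 1 the log2 fold change was −2.70 and no longer past the threshold of 0.05.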

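Between gamergate and worker ovaries, 9267 genes were tested, and 2725 were higher and 2681 lower in gamergates. Between gamergate and revertant ovaries, 9228 genes were tested, and 2653 were higher and 2680 lower in gamergates. Of the genes higher in gamergates than in workers, 2277 of 2725 (83.6%) were also higher than in revertants, and of those lower than in workers, 2251 of 2681 (84%) were also lower than in revertants. Both comparisons use the same 4 gamergate libraries. With gamergate libraries 1 and 2 compared with workers and libraries 3 and 4 with revertants, the shares were 69.4% and 57.2%, and with the pairs exchanged they were 79.1% and 67.7%. In these fits 14.0% to 20.1% of all genes tested differed from revertants in one direction. The log2 fold changes of the comparisons had a correlation of 0.939 across genes, which are not independent replicates, against an average of 0.483 in 20 simulations of unchanged workers and revertants, and of 0.912 and 0.919 with different gamergate libraries. Compared directly, revertant and worker ovaries differed in 0 of 8667 genes, while 377 genes had an unadjusted p under 0.05 where chance gives 433. The division into higher and lower genes moved with the scaling. Scaled by library size only, 2071 genes were higher and 3209 lower in gamergates than in workers (39.2% higher, against 50.4% with TMM), and the median of all genes lay 0.17 lower on the log2 scale. With library size class as a term, the shares were 91.7% and 88.1%, and 34 genes were higher and 29 lower in revertants than in workers. In that fit, 1344 of 9525 genes had an unadjusted p under 0.05 between revertants and workers. The direct fit without the term counts differences between size classes as spread. Its 0 genes therefore do not show that revertant and worker ovaries are alike. No library size class holds enough libraries of both gamergates and workers for a fit of its own. From the overlap of the worker-versus-gamergate and gamergate-versus-revertant DEGs, the paper states that the majority of the ovary genes that changed in the transition returned to their worker expression in revertants.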

Several top Gene Ontology (GO) terms that were enriched among the DEGs up-regulated in the gamergate fat body were associated with fatty acid synthesis (fig. S1C and table S2). Fat body and ovary DEGs were also enriched in gamergates for terms associated with the IIS pathway, such as phosphatidylinositol 3-kinase (PI3K) signaling and insulin catabolic process (table S2). These results suggested that IIS-regulated metabolism is altered during the transition and reversion processes.

The IIS pathway has a central role in metabolism and, in particular, female reproduction: In most species studied, mutants in the IIS pathway exhibit extended life span and reduced reproduction (2, 3). We performed a phylogenetic analysis of genes related to insulin signaling of 71 Hymenopteran species (ants, bees, wasps, and sawflies) in the National Center for Biotechnology Information (NCBI) RefSeq database. In almost all species, including *Harpegnathos* but not in the ant *Camponotus floridanus*, there are two insulin-like peptides (ILPs): an insulin homolog (Ins) and an insulinlike growth factor homolog (IGF) (fig. S2). Ins contains A and B chains, whereas IGF has A and B and retains the C chain. Both ILPs can form three disulfide bonds, a structure that is essential for the interactions with their receptors (fig. S3, B and C).

We identified several genes differentially expressed between *Harpegnathos* gamergates and workers that were related to the IIS pathway: *Ins* mRNA was more abundant in the gamergate brain (ranking fifth among the gamergate-biased DEGs), whereas *IGF* mRNA was increased in the mature gamergate ovary (Fig. 2, A and C, and fig. S3A). By contrast, expression of the two genes encoding insulin receptors (InR1 and InR2) was decreased in the gamergate fat body and ovary (Fig. 2, B and C) but was unchanged in the brain. 

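Ins (LOC105188195), listed as LIRP in the annotation, had 14 to 60 reads in each worker brain, 56 to 83 in each gamergate brain and 36 to 311 in each revertant brain. Its level was 3.64 ± 0.33 log2 CPM (SD, n = 4) in workers, 5.22 ± 0.25 (SD, n = 4) in gamergates and 4.08 ± 0.72 (SD, n = 4) in revertants. Gamergates exceeded workers by a log2 fold change of 1.58 (standard error 0.21, adjusted p = 0.00642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every gamergate brain above every worker brain (exact permutation test, two-sided p = 0.0286). They exceeded revertants by 1.01 (standard error 0.30, adjusted p = 0.0133 in the same quasi-likelihood test), and by 1.35, not past the threshold, with library size class as a term. Sorted by p, Ins was the 9th of the 28 genes higher in gamergate than in worker brains, and the third of those not listed as uncharacterized proteins. Among the 6 smaller brain libraries the log2 fold change was 1.79 and past the threshold, whereas with library size class as a term over all 12 brain libraries the same value of 1.79 was not. With each library left out in turn it stayed between 1.46 and 1.66 and past the threshold. In the ovary, IGF (LOC105186969) had a level of 3.95 ± 0.60 log2 CPM (SD, n = 4) in workers, 8.39 ± 0.15 (SD, n = 4) in gamergates and 4.01 ± 1.03 (SD, n = 4) in revertants, from 23 to 168, 1716 to 6761 and 13 to 180 reads per library. Its log2 fold change was 4.22 relative to workers (standard error 0.27, adjusted p = 1.6e-05 in the same quasi-likelihood test) and 3.99 relative to revertants (standard error 0.38, adjusted p = 8.2e-05 in the same test). The setting that moved the ovary value most was the library size term, with 3.53, also past the threshold.

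**Figure D2:**
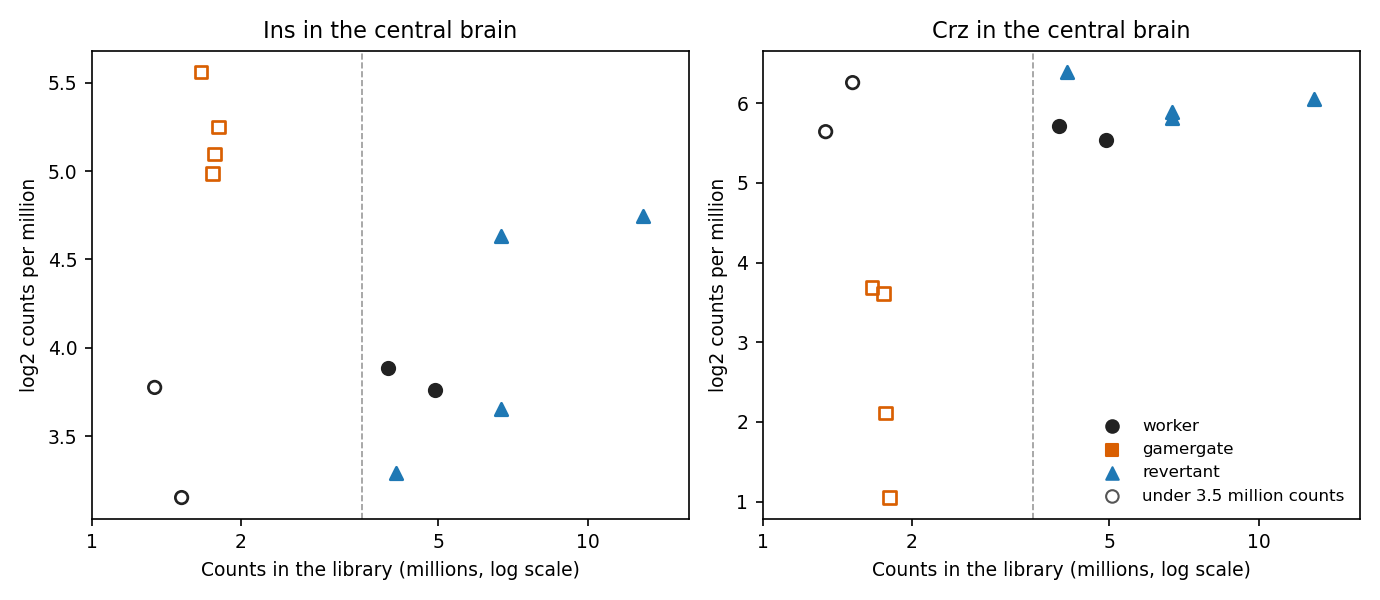
Levels of Ins and of Crz in each of the 12 brain libraries, in log2 CPM, against the total count of the library on a log axis, with a colour for each caste. The 4 gamergate libraries lie between 4.99 and 5.56 for Ins, above all 4 workers, and between 1.05 and 3.69 for Crz, below all 4 workers, including the 2 worker libraries of similar size.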

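In the ovary, InR1 (LOC105185958) stood at 8.04 ± 0.17 log2 CPM (SD, n = 4) in workers and 6.96 ± 0.24 (SD, n = 4) in gamergates, and InR2 (LOC105183944) at 8.02 ± 0.14 (SD, n = 4) and 6.46 ± 0.33 (SD, n = 4). Each of these libraries had at least 338 reads on either gene. The log2 fold change of gamergates relative to workers was −1.20 for InR1 (standard error 0.15, adjusted p = 2.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.68 for InR2 (standard error 0.17, adjusted p = 1.2e-04 in the same test). For both receptors the 4 gamergate ovaries were below the 4 worker ovaries (exact permutation test, two-sided p = 0.0286). With library size class as a term, the ovary values were −0.98 and −1.57 and past the threshold. Of the 9267 genes tested, 15.5% fell more than InR1 and 9.86% more than InR2, among them the 6 genes that the part of Table S1 at hand names as troponins, paramyosin, muscle-specific protein 20 or muscle LIM protein, with a median of −3.78. The counting program is not named in the paper's text, so how reads shared by the receptor genes were counted is not known here. In the brain, InR1 was at 7.43 ± 0.51 log2 CPM (SD, n = 4) in workers and 7.71 ± 0.08 (SD, n = 4) in gamergates, and InR2 at 7.50 ± 0.56 (SD, n = 4) and 7.34 ± 0.11 (SD, n = 4). The log2 fold changes in the brain, 0.20 for InR1 (standard error 0.21, adjusted p = 0.636) and −0.26 for InR2 (standard error 0.23, adjusted p = 0.578), were within the spread between libraries in the same quasi-likelihood test. The spread of the worker brains followed library size. Among the 6 brain libraries under 3500000 counts, InR1 was higher in gamergates than in workers by 0.72, past the threshold, and InR2 by 0.29, not past it. The effects in ovary and brain differed by −1.35 for InR1 (adjusted p = 0.00179 for the interaction of tissue and caste in edgeR's quasi-likelihood test) and by −1.36 for InR2 (adjusted p = 0.00321 in the same test).

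**Figure D3:**
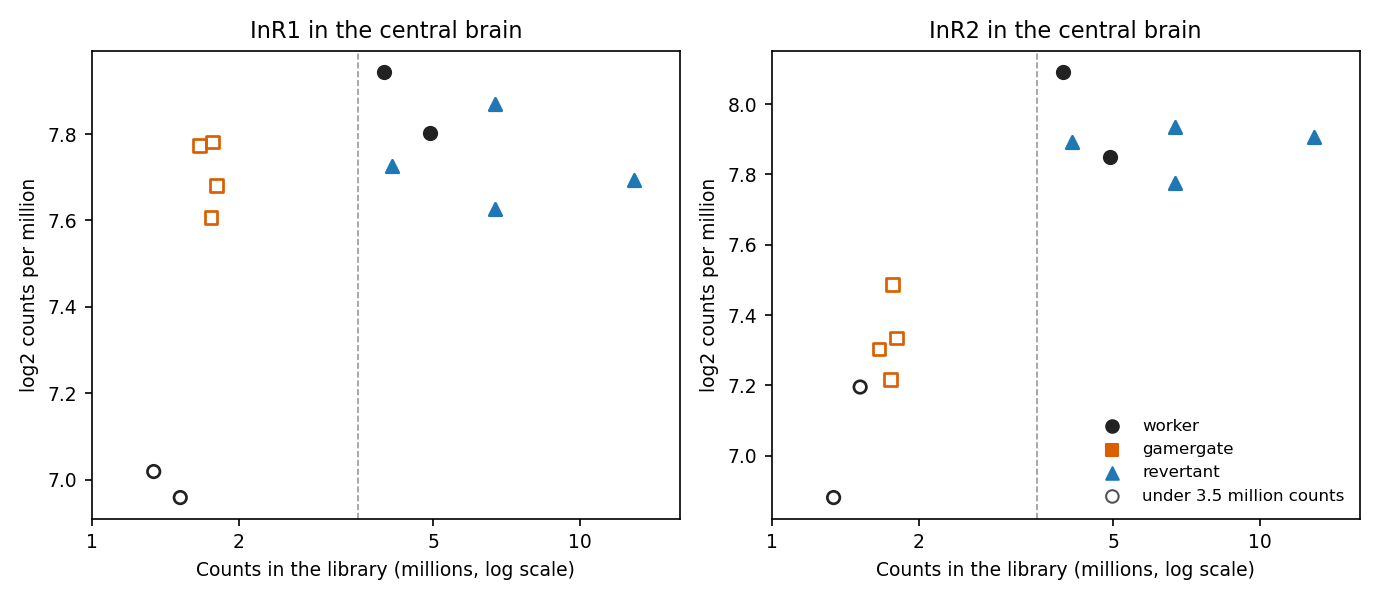
Levels of InR1 and of InR2 in each of the 12 brain libraries, in log2 CPM, against the total count of the library on a log axis, with a colour for each caste. The 4 worker libraries spread from 6.96 to 7.94 for InR1 and from 6.88 to 8.09 for InR2, with the 2 smaller libraries lowest, while the gamergates lie between 7.61 and 7.78 and between 7.22 and 7.49.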

We generated mRNA probes and antibodies against *Hs*-Ins and *Hs*-IGF and examined their distribution by means of in situ hybridization (ISH) and immunofluorescence staining. As in *Drosophila*, the main source of Ins in the brain is the IPCs (Fig. 2D and fig. S4A) (17). *Ins* mRNA was more abundant in the cell body of IPCs in gamergates than in those of workers (Fig. 2D), whereas the Ins protein accumulated in both the cell body and the axons of the IPCs (fig. S4A). Increased *IGF* mRNA and protein were mainly detected in nurse cells and the follicle cells of the gamergate ovary (fig. S4B). This increase in ILPs in gamergates is consistent with the high metabolic requirement for egg production. However, high IIS activity should also lead to decreased life span.

## Altered metabolism in gamergates

Because IIS regulates metabolism and the gamergate-biased genes in the fat body were enriched in the GO terms associated with fatty acid synthesis, we analyzed metabolic changes in gamergates. The gamergate fat body exhibited increased expression of genes related to lipid metabolism and modifying enzymes—such as *fatty acid synthase* (*Fasn*), *fatty acid elongase* (*Elovl*), *desaturase* (*Scd*), and *fatty acyl-CoA reductase* (*Far*)—suggesting an active synthesis of lipids either for the production of the egg yolk or of cuticular hydrocarbons (CHCs), which are made up of long-chain hydrocarbons and constitute the queen pheromones (Fig. 2B) (14, 15, 18, 19). Thus, the fat body of gamergates exhibits transcriptional signatures of increased lipid production. The fat body of workers in the abdomen was large and white-colored, whereas it was reduced in size and had a yellowish color in the gamergate abdomen that was mainly occupied by the developed ovarioles (fig. S5A). We measured the lipid contents of the fat body [tri- and di-acylglycerol (TAG and DAG, respectively)] using an enzymatic conversion of glycerides into glycerol. Lipids were significantly decreased in the gamergate fat body compared with that of workers (fig. S5C), which is consistent with the observation that the dissected worker fat body floated in saline solution [1X phosphate-buffered saline (PBS)], whereas that of gamergate sank (fig. S5B). However, circulating lipids were increased in the hemolymph of gamergates, pointing to lower lipid storage and greater lipid mobilization in the reproductive gamergates (fig. S5, D and E). Moreover, Nile Red staining in the fat body revealed that lipid droplets were abundant in the enlarged adipocytes of workers but rarely detected in the smaller adipocytes of gamergates. Unlike in workers, lipids were mainly found in gamergate oenocytes (fig. S5, F to H). This result is consistent with the increased production of queen pheromone in gamergates because oenocytes are the main source for CHC pheromone synthesis in the abdomen (8, 18). We also measured carbohydrate abundance in dissected fat body tissue and in the hemolymph, including glycogen, trehalose, and glucose [supplementary materials (SM), materials and methods]. The abundance of carbohydrates, notably glycogen, was decreased in the fat body after the transition to gamergate, whereas the circulating trehalose and glucose in the hemolymph were unchanged (fig. S5, I and J).

## Insulin promotes oogenesis in workers but does not induce dueling

Ins and IGF activate ovary growth in multiple invertebrate and vertebrate species, and Ins induces reproduction in clonal raider ants (20). To test the role of IIS in *Harpegnathos* reproduction, we synthesized *Hs*-Ins. We injected the Ins peptide into the abdomen of ~2-week-old workers in queenless colonies (13, 14); 2 days after the setup of three independent colonies, half of the members (20 individuals) of each colony were injected with the Ins peptide, and the others were injected with water as a control. We scored the dueling behavior 5 days after dueling initiation and measured the development of the ovary. Ins injection did not induce dueling behavior in workers (27% of workers dueled in control colonies, whereas 19% of workers dueled in the Ins group; *n* = 3 colonies, *P* = 0.75) (fig. S6A). However, Ins-injected individuals developed ovarioles with an average of 3.2 egg chambers as compared with 1.9 in control ants (Fig. 2E). By contrast, an inactive form of Ins (B chain) (SM materials and methods) did not promote ovariole development (fig. S6B). Normally, in this experimental context, high dueling activity positively correlates with the probability of transitioning to a gamergate, and workers do not have developed ovaries. However, after injection of the Ins peptide, the number of yolky oocytes was increased by ~2.3 times in the workers that did not duel (3.0 versus 1.3; *P* < 0.001), but Ins injection in individuals that already dueled often had little further effect on ovarian development (3.8 versus 3.6) (Fig. 2F). Dueling and oocyte numbers were positively correlated in control workers [coefficient of determination (*R*^2^) = 0.54] but were not correlated in Ins-injected workers (*R*^2^ = 0.02) (fig. S6C). We also injected Ins into workers in colonies with established reproductive individuals, in which any worker that attempted to become a gamergate was subject to policing by other workers that detected its increased CHC profile (15, 18). Ins-injected ants were not policed while they developed ovarioles (Fig. S6D), suggesting that Ins is able to induce oogenesis but not dueling or production of queen pheromones. In clonal raider ants, Ins injections also promote egg production, although in a different context (20).

## Insulin can activate AKT and MAPK, but AKT is down-regulated in the gamergate fat body

We tested how Ins regulates the distinct downstream branches of the IIS pathway, IIS-AKT and IIS–MAPK (mitogen-activated protein kinase). ILPs can induce phosphorylation of the protein kinase AKT that prevents nuclear localization of the FOXO transcription factor. Thus, nuclear FOXO that promotes longevity is negatively regulated by IIS. ILPs can also induce phosphorylation of MAPK/ERK (extracellular signal–regulated kinase) to increase cell proliferation (21). We treated dissected fat bodies from workers with the synthetic *Hs*-Ins peptide. Ins activated phosphorylation of AKT (~3.5 times increase after Ins treatment; *P* < 0.01, *n* = 8 individuals) (Fig. 2, H and I), whereas the MAPK pathway was only mildly activated (~1.3 times increase after treatment; *P* < 0.05, *n* = 8 individuals) (Fig. 2, H and J).

Because Ins leads to activation of both AKT and MAPK (Fig. 2, H to J, and fig. S3C), we expected to see globally increased activity of both IIS pathways in vivo in gamergates. To test this, we dissected multiple tissues, including the fat body and ovary, and analyzed the phosphorylation of MAPK. Consistent with the increased production of Ins in gamergates, MAPK phosphorylation was increased in the gamergate fat body (approximately four times increase; *n* = 6 individuals, *P* < 0.001) (Fig. 3, A and B) and in the ovary, including the germarium and the early- and late-stage egg chambers, and in the malpighian vesicle, the tissue equivalent to the vertebrate kidney (Fig. 3A and fig. S6E). However, MAPK phosphorylation was unchanged in the brain and the postpharyngeal gland (PPG), a tissue implicated in the synthesis and storage of cuticular CHC pheromones (fig. S6E) (22). Although MAPK can also be activated by the epidermal growth factor receptor tyrosine kinase (Egfr) (23), our transcriptome indicated that *Egfr* and its ligands, *Spitz* and *Vein* mRNAs, were less abundant in the gamergate fat body (fig. S3D), suggesting that the epidermal growth factor (EGF) pathway does not play a major role in activating MAPK in the fat body.

We also measured phosphorylation of AKT in multiple tissues in gamergates versus workers. Phosphorylation of AKT was significantly lower in gamergate fat bodies than in those of workers (approximately one half; *n* = 6 individuals, *P* < 0.01) (Fig. 3, A and B). This is consistent with evidence that reducing the AKT branch of insulin signaling in the fat body and adipose tissue lengthens the life span of other species (3). Phosphorylation of AKT was increased in the PPG of gamergates compared with that in workers but was at similar levels in the brain and the malpighian vesicle of workers and gamergates (fig. S6E) as well as in the germarium (Gm), the ovarian region that contains the germline stem cells in workers and gamergates (Fig. 3A). However, AKT phosphorylation was low in the ovary in early- and in late-stage egg chambers that are only present in gamergates (Fig. 3A). We analyzed the sub-cellular localization of FOXO in these tissues. If IIS-AKT was inactivated, unphosphorylated FOXO should be localized to the nucleus (24). FOXO was localized in the nucleus in the gamergate fat body, whereas it was localized in the cytoplasm of workers (Fig. 3C). mRNA for one of the target genes that are transcriptionally repressed by FOXO, *4-hydroxyphenylpyruvate dioxygenase* (*Hpd-1*) (25), was less abundant in the fat body of gamergates than in those of workers (Fig. 2B). *Hpd-1* encodes an enzyme that functions in the degradation of tyrosine, the precursor for biogenic amines, and dopamine is in greater abundance in gamergates than in workers (26). In the gamergate ovary, FOXO was localized in the nucleus in all follicle cells and in the nurse cells of egg chambers up to stage 4, whereas at stage 5, FOXO was localized to the cytoplasm in nurse cells (fig. S6F), suggesting that AKT activity is higher in late-stage nurse cells.

We conclude that increased Ins production in the gamergate brain leads to the activation of the MAPK pathway in the fat body and ovary. However, AKT activity is low in the fat body and part of the ovary of gamergates. How decreased AKT (but not MAPK) phosphorylation is achieved in gamergates is unclear.

## Pharmacological inhibition of MAPK activity affects ovary growth

Similar to what was observed in the clonal raider ants (20), Ins induces reproduction in *Harpegnathos* (Fig. 2, E and F). Because MAPK, but not AKT, appeared to be active in the gamergate fat body and ovary, we tested the effect of U0126 (a MAPK/ERK kinase inhibitor that prevents MAPK phosphorylation) on caste transition and ovary activation. U0126 inhibited MAPK phosphorylation in the dissected fat bodies of workers (to one-third of that of fat bodies from control ants) but only reduced AKT phosphorylation by 20%. In worker fat bodies exposed to both Ins and U0126, MAPK phosphorylation was reduced by one-half, and AKT phosphorylation was decreased by ~10% (fig. S6G).

We injected U0126 in workers during their transition to gamergates and measured *vitellogenin* expression as a molecular marker for egg production, then scored ovary growth 6 days after injection. U0126 treatment led to a concentration-dependent decreased expression of *vitellogenin* in the fat body as well as a decreased number of yolky oocytes in dueling individuals (Fig. 3D). Although oogenesis was promoted by Ins injection to workers (Fig. 2, E and F), U0126 impeded this effect (Fig. 2G). The germarium remained intact, suggesting that the inhibitor did not cause atrophy of the germline stem cell niche, which is present in both workers and gamergates.

We concluded that Ins from the brain can activate the MAPK pathway in the fat body and ovary and induces the production of mature egg chambers. MAPK activation seems to be necessary to promote *vitellogenin* expression in the fat body, ovary growth, and the transition to being reproductive. By contrast, AKT phosphorylation was decreased in the fat body and the developed ovaries of gamergates but remained comparable in the germarium of workers and gamergates. AKT activity in the germarium of both castes may function in germline stem cell maintenance and early differentiation, as it does in *Drosophila* (27). In this manner, workers can retain a functioning germ line that will allow them to reactivate oogenesis if they ever become gamergates.

## The IIS inhibitors Imp-L2 and ALS are up-regulated in the ovary, whereas InRs are decreased in the fat body

To explain the paradox of increased MAPK phosphorylation and decreased AKT phosphorylation in gamergates, we searched for candidate genes that could mediate the decreased IIS-AKT activity in the fat body and some ovarian tissues. 

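Relative to revertant ovaries, gamergate ovaries had a log2 fold change of −1.34 for InR1 (standard error 0.20, adjusted p = 6.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −1.98 for InR2 (standard error 0.23, adjusted p = 1.9e-04 in the same test). Revertants were at 8.14 ± 0.29 log2 CPM (SD, n = 4) for InR1 and 8.29 ± 0.33 (SD, n = 4) for InR2. All 4 gamergate ovaries were below all 4 revertant ovaries for both genes (exact permutation test, two-sided p = 0.0286). Revertant and worker ovaries did not differ beyond their spread, with log2 fold changes of 0.13 for InR1 (standard error 0.19) and 0.29 for InR2 (standard error 0.20), each with an adjusted p of 1.00 in the same quasi-likelihood test. Over the settings that used all of the libraries, the difference from revertants ranged from −1.45 to −1.17 for InR1 and from −2.09 to −1.87 for InR2, and all of these were past the threshold.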

In our differential expression analysis, *insulin receptor 1* and *2* (*InR1/2*) mRNAs were decreased in the gamergate fat body and whole ovary (Fig. 2B). However, this decrease was not sufficient to prevent MAPK phosphorylation in response to Ins treatment. Expression of two genes encoding secretory proteins that inhibit the IIS pathway was increased in the ovary of gamergates: *Imaginal morphogenesis protein-Late 2* (*Imp-L2*) and *Acid-labile Subunit* (*ALS*) (Fig. 4A). 

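Imp-L2 (LOC105183446) was at 3.45 ± 0.56 log2 CPM (SD, n = 4) in worker ovaries, 5.80 ± 0.21 (SD, n = 4) in gamergate ovaries and 3.55 ± 0.54 (SD, n = 4) in revertant ovaries, from 31 to 45, 244 to 1166 and 25 to 59 reads per library. ALS (LOC105189593) was at 2.56 ± 0.35 (SD, n = 4), 7.03 ± 0.50 (SD, n = 4) and 3.28 ± 0.29 (SD, n = 4), from 10 to 44, 865 to 2465 and 13 to 68 reads. Relative to workers, the log2 fold change in gamergates was 2.23 for Imp-L2 (standard error 0.28, adjusted p = 2.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.43 for ALS (standard error 0.31, adjusted p = 2.2e-05 in the same test). Relative to revertants it was 2.12 for Imp-L2 (standard error 0.29, adjusted p = 4.5e-04 in the same test) and 3.68 for ALS (standard error 0.29, adjusted p = 2.9e-05 in the same test). The gamergate ovaries lay above all worker and revertant ovaries for both genes (exact permutation test in each comparison, two-sided p = 0.0286). The alternative that moved Imp-L2 most was library size class as a term, with 3.08 relative to workers and 2.70 relative to revertants, and ALS ranged from 4.28 to 4.53 and from 3.59 to 3.88 over the settings that used all of the libraries. In the brain, Imp-L2 was at 5.79 ± 0.21 log2 CPM (SD, n = 4) in workers and 4.51 ± 0.17 (SD, n = 4) in gamergates. It was lower in gamergates by a log2 fold change of −1.30, and ALS did not differ beyond its spread, at 0.12. The brain level of Imp-L2 was thus not below that of worker ovaries, with each tissue scaled by itself. The paper presents the secreted inhibitors as candidates for the decreased IIS-AKT activity that it found beside increased MAPK phosphorylation in gamergates.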

In *Drosophila*, Imp-L2 and ALS bind to circulating Dilp2 and Dilp5, the Ins homologs produced in brain IPCs. They are secreted into the hemolymph and antagonize IIS in peripheral tissues (28). Likewise, reduced expression of ILPs and increased expression of Imp-L2 appear to increase survival of mosquitoes (29). In mammals, ALS and IGF-binding protein 7 (IGFBP7), a homolog of Imp-L2, both bind plasma insulin and IGF in the circulation and subsequently restrain their interaction with their receptors (30, 31). IGFBP7 displays higher binding affinity to insulin than to IGF (30). Our expression analysis, paired with the evidence in insects and mammals, suggested that the elevated expression of *Imp-L2* and *ALS* genes in gamergate ovaries and their secretion into the hemolymph may antagonize insulin receptor activation in both mature ovarioles and the fat body.

The major sources of ALS in mammals are the liver and kidney (32), whereas *Imp-L2* mRNA is found in ovarian follicle cells (33). Quantitative reverse transcription polymerase chain reaction (RT-PCR) on multiple *Harpegnathos* tissues showed that *Imp-L2* and *ALS* mRNA were mainly expressed in ovaries, especially in late-stage egg chambers and yolky oocytes that were only present in gamergates but absent in workers. By contrast, their abundance was relatively low in other tissues, such as the brain, fat body, gut, and early-stage egg chambers (fig. S7A). We generated antibodies to Imp-L2 and ALS proteins. Proteins were only detected in late-stage egg chambers (Fig. 4B and fig. S7, B and C). Thus, Imp-L2 and ALS are predominantly expressed in gamergate ovaries, particularly in well-developed egg chambers from which they are secreted, and may act on abdominal tissues, including the fat body.

## Imp-L2 specifically blocks AKT in the fat body

*Imp-L2* and *ALS* expressed in the ovary may act as inhibitors that contribute to decreased AKT phosphorylation in the fat body and ovary of gamergates and thus increase life span. To test whether these proteins affect IIS in ants, we generated FLAG-tagged versions of *Hs-Imp-L2* and *Hs-ALS* in baculovirus and purified the proteins from lysates of transfected Sf9 insect cells using FLAG-based affinity purification (fig. S7D). We used purified proteins to treat dissected abdominal fat body tissues from workers. To minimize individual variations, the dissected fat body tissue from the same individual was separated for incubation with Ins, with or without Imp-L2 or ALS. Because of limited amounts of Imp-L2 purified from the baculovirus expression system, we used low doses of Ins (1 μM) to keep equal stoichiometry with Imp-L2 and ALS (1 μM). Although this dose of Ins significantly activated AKT, it was not sufficient to activate MAPK (Fig. 4, C to E).

Imp-L2 inhibited AKT phosphorylation: Even without Ins treatment, the baseline of AKT phosphorylation was strongly inhibited by Imp-L2 (to one-fifth of that of control tissue; *P* < 0.05, *n* = 8 individuals) (Fig. 4, C and E), whereas it did not significantly affect MAPK phosphorylation. Strong AKT phosphorylation after Ins treatment was completely suppressed by Imp-L2 (to one-third of that of control tissue; *P* < 0.05, *n* = 8 individuals) (Fig. 4, C to E), whereas MAPK phosphorylation was still not affected (Fig. 4, C and E), suggesting that Imp-L2 can specifically inhibit phosphorylation of AKT in gamergates. By contrast, ALS had no effect on AKT and MAPK phosphorylation (Fig. 4D). In support of our results, a study of human IGFBP7, a homolog of Imp-L2, was shown to inhibit IGF-induced phosphorylation of AKT in vitro but had less effect on MAPK phosphorylation, although this selectivity is not well understood [figure 1C in (34)].

Thus, we speculate that Imp-L2 produced by the ovary of gamergates acts as an Ins inhibitor to specifically reduce AKT activity in the fat body and ovary that might play a role in extending life span in gamergates. MAPK activity might be less affected and appears to be the primary regulator for initiating and sustaining the reproductive function of the ovary, in particular by producing vitellogenin and mobilizing lipids from the fat body that will accumulate in the egg. Therefore, phosphorylation of MAPK and inhibition of AKT phosphorylation in response to Ins could offer an effective solution to the discrepancy between increased insulin and reproduction and prolonged life span (Fig. 4F).

## Discussion

The traits that favor reproduction have particular importance in eusocial insects because the reproductive duty of the whole colony is placed on one or very few queens that are highly prolific. Such individuals are difficult or impossible to replace without disrupting the colony, so they must have a very long life span to allow the colony to thrive beyond the individual life of its workers (9, 35). Natural selection has thus resulted in increased life span in queens.

In *Harpegnathos*, production of Ins in the brain facilitates active reproduction through MAPK, but AKT phosphorylation in the fat body and developing ovary appears to be inhibited, which might contribute to extension of life span in gamergates. This local effect correlates with lower expression of InRs in the fat body and ovary and might result from the inhibitory effect of Imp-L2 secreted from the reproductive ovary.

The altered metabolism in the fat body of gamergates might lead to newly synthesized lipids to be directed through the hemolymph to the ovary to promote egg production. Because gamergates feed constantly, energy storage through lipid is less important. Although our work analyzed gamergates, *Harpegnathos* queens display even higher fecundity and longer life span than that of gamergates (35, 36), and higher expression of Ins has been found in queens in multiple ant species (20). Therefore, it is likely that our findings in gamergates apply to queens. In accordance, the queens of higher termites *Macrotermes natalensis* display higher Ins expression and lower fat storage compared with those of workers (37).

As in raider ants (20), the regulation of reproduction in *Harpegnathos* gamergates is achieved through increased insulin production. However, the peculiar lifestyle of raider ants (20) does not require an extended life span. To foster the extended life span of gamergates, the increased insulin in *Harpegnathos* does not stimulate the IIS-AKT pathway but instead only the IIS-MAPK branch. Our data demonstrate that Ins only mildly activates MAPK activation, although MAPK activity in the gamergate fat body is approximately four times greater than in workers; other ligands, in addition to Ins, may be responsible for MAPK activation in gamergates. We propose a model in which the transition of workers to gamergates is accompanied by the activation of IIS-MAPK, which might activate TOR (target of rapamycin) and its downstream transcription factor SREBP (sterol regulatory-element binding protein), a conserved pathway that might turn on expression of the *Fasn* and *vitellogenin* in the fat body and reactivates ovary growth (1). This is similar to what has been argued in *Drosophila*, in which vitellogenesis is regulated through the IIS-MAPK branch but not by IIS-AKT/FOXO (21, 38).

Reduced IIS-AKT activity in the fat body and early-stage egg chambers (stages 1 to 4) leads to the nuclear localization of FOXO and to reduced expression of a FOXO-negative target gene *Hpd-1* that functions in the degradation of tyrosine, the amino acid precursor for biogenic amines. In *C. elegans* and *Drosophila*, depletion of *Hpd-1* leads to extended life span, which was attributed to increased levels of dopamine and octopamine, which have a protective role in neuromuscular functions (39). Dopamine is greater in *Harpegnathos* gamergates than in workers (26). Thus, *Hpd-1* down-regulation might contribute to the extended longevity of reproductive gamergates.

Reduced IIS-AKT activity might be related to the production of Imp-L2 from the mature ovary, which is secreted into the hemolymph and might inhibit Ins-induced AKT phosphorylation in the fat body as observed ex vivo. This finding may offer a mechanism to slow down the aging process during active reproduction. By staying in the nest, queen ants are much better protected from extrinsic mortality for a longer life span (9, 40). However, intrinsic senescence that contributes to aging is also affected in *Harpegnathos* gamergates, and our findings could explain why higher fecundity promotes higher longevity: Imp-L2 is produced in the egg chambers of the mature ovary, and as more egg chambers are produced, this might further lower AKT signaling in the fat body, leading to a longer life span.

Our study in *Harpegnathos* gamergates reveals selectivity in the response of AKT and MAPK to insulin production. Activated MAPK and AKT differentially regulate metabolism, ovary growth, germline maintenance, and life span. Ants appear to restrict IIS hyperactivity throughout their very long reproductive life through selective inhibition of IIS-AKT possibly by Imp-L2 and through decreased expression of *InRs*, thus retarding aging and achieving longevity in the reproductive caste. This interplay, which evolved in ants and perhaps in other eusocial insects, may contribute to the unusual longevity associated with high reproduction observed in reproductive ants.

## Supplementary Material

science.abm8767_table_s1

science.abm8767_table_s2

science.abm8767_table_s3.xlsx

science.abm8767_table_s4.xlsx

science.abm8767_table_s5.xlsx

science.abm8767_sm_Sep12

science.abm8767_mdar_reproducibility_checklist.pdf

## Figures and Tables

**Fig. 1.**
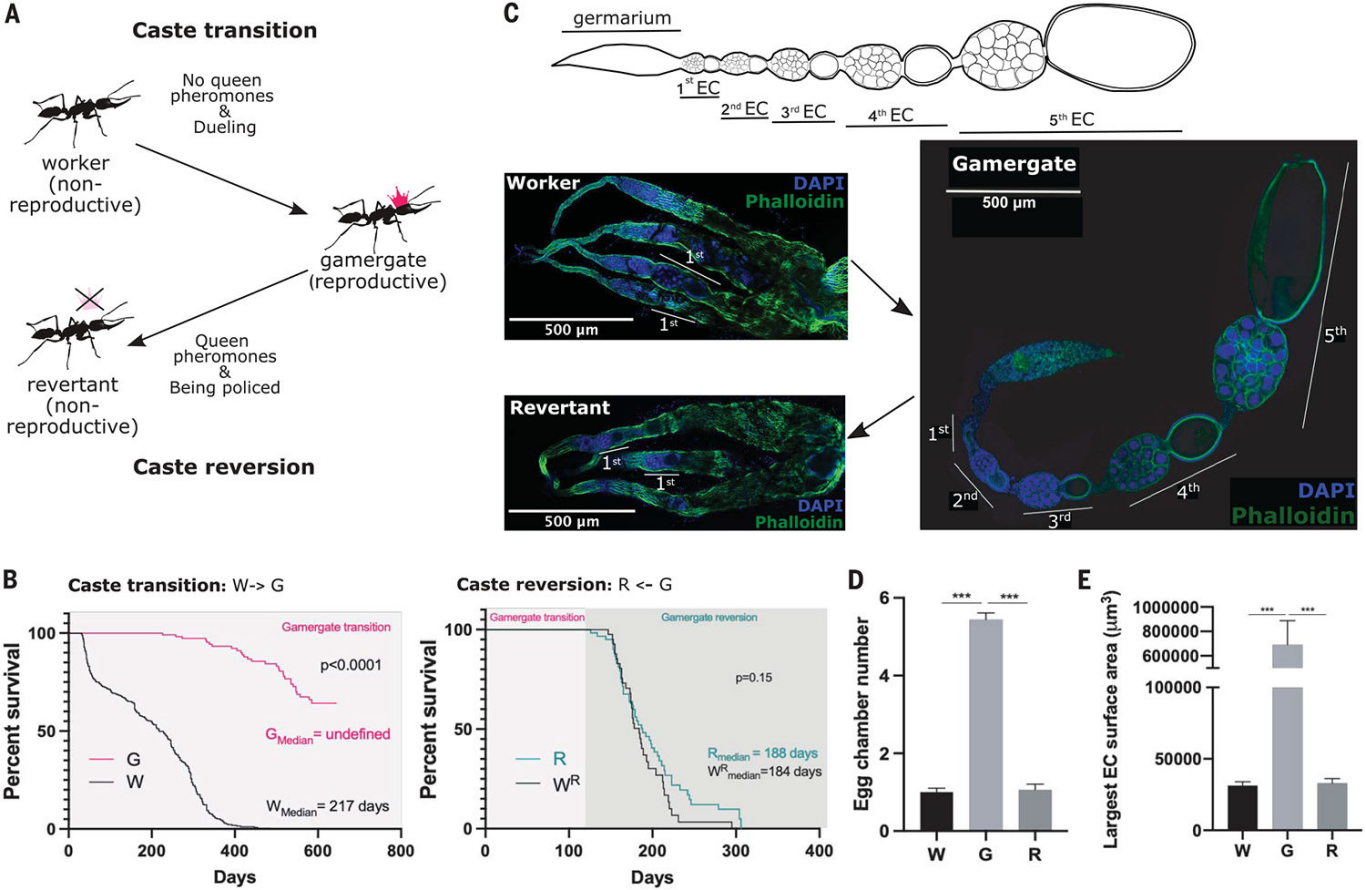
Phenotypic plasticity in the ant *Harpegnathos*. (**A**) *Harpegnathos* female workers retain reproductive potential, which is suppressed by the queen pheromone. Removal of the queen pheromone drives some nonreproductive workers to start dueling and become reproductive pseudo-queens, called gamergates (caste transition). The gamergates can transition anew to nonreproductive revertants in the presence of queen pheromones (policing and caste reversion). (**B**) Life span of ants during the caste transition and reversion. (Left) Survival curves of nonreproductive workers (W, black; *n* = 291) versus reproductive gamergates (G, pink; *n* = 40) during the W-to-G transition. (Right) Survival curves of revertants (R, green; *n* = 47) versus worker nestmates (W^R^, black; *n* = 36) during the G-to-R reversion. Gamergates derived from 3 months of transition (pink box) were subsequently subjected to reversion (green box). *P* values from Log-rank (Mantel-Cox) test are indicated in the plots. (**C**) Ovary development during the caste transition and reversion. (Top) Schematic of an ovariole within a gamergate ovary comprising a germarium and different stages of developing egg chambers (ECs). The sixth EC, which only contains a large oocyte without nurse cells, is not shown. (Bottom) Immunofluorescence (IF) staining of (top left) ovaries of worker and (bottom left) revertant and (right) a single ovariole of a gamergate with Phalloidin (green) and 4′,6-diamidino-2-phenylindole (DAPI) (blue). The numbers of developing ECs are indicated in the gamergate panel. (**D** and **E**) Quantifications of (D) the average number of developing ECs per ovariole and (E) the surface area of the largest EC in each ovariole of worker (W), gamergate (G), and revertant (R). *P* values are from Kruskal-Wallis test and multiple comparisons (***P < 0.001, *n* = 5 individuals). Bars and error bars represent mean ± SEM.

**Fig. 2.**
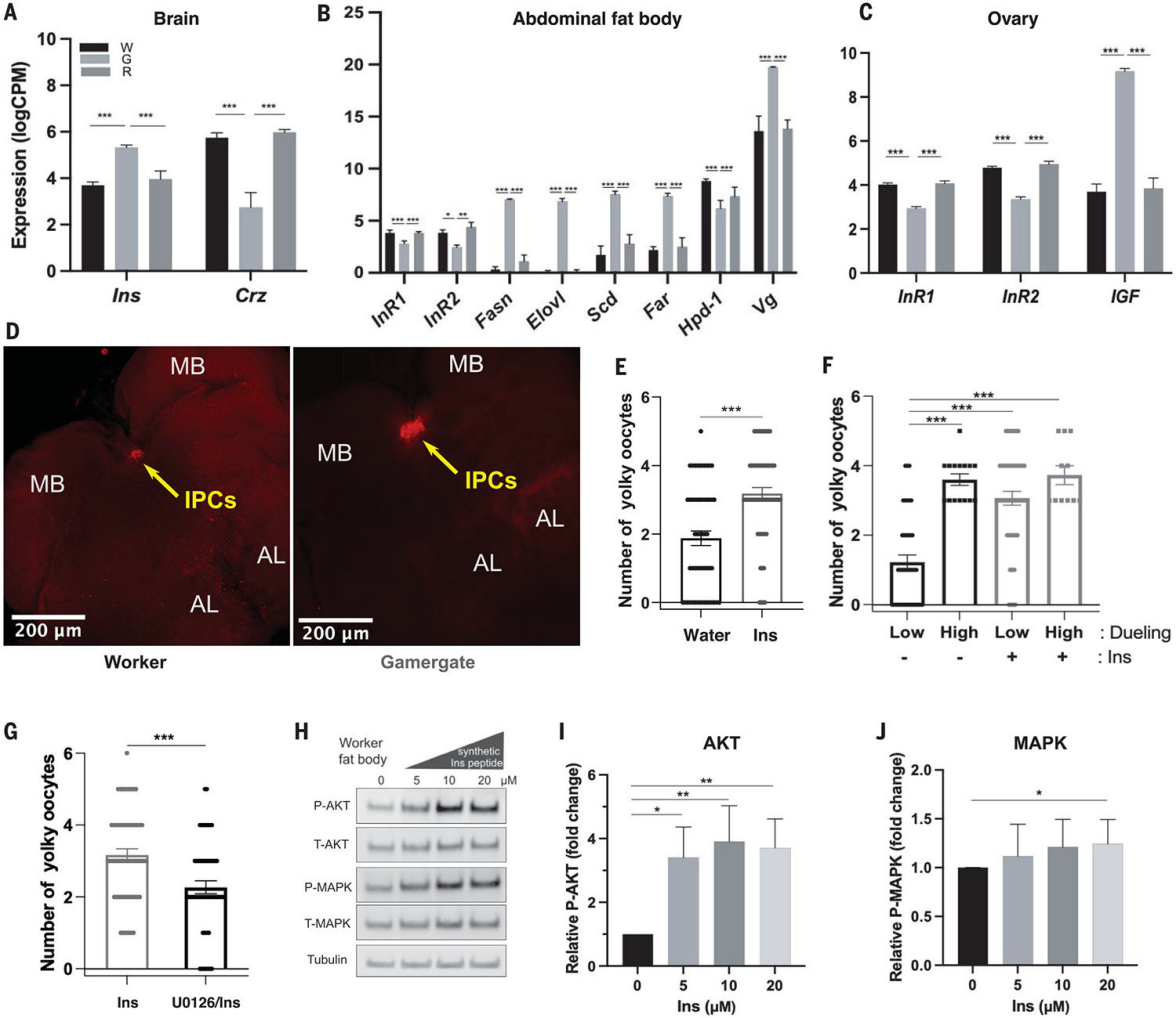
Ins-related gene expression in different castes and its induction of oogenesis through IIS-MAPK pathways. (**A** to **C**) RNA abundance of DEGs in the (A) central brain, (B) abdominal fat body, and (C) ovary in workers (W; black), gamergates (G; light gray), and revertants (R; dark gray). Data are from four biological replicates per caste. *P* values from EdgeR are indicated. *Hpd-1, 4-hydroxyphenylpyruvate dioxygenase*; *Fasn, fatty acid synthase*; *Elovl, fatty acid elongase*; *Scd, desaturase*; *Far, fatty acyl-CoA reductase*; *Vg, vitellogenin*; LogCPM, log counts per million. (**D**) Localization of (left) *Ins* mRNA in the worker and (right) gamergate brains by means of ISH. *Ins* mRNA is located in the IPCs (indicated with yellow arrows) located between mushroom bodies (MB). AL, antennal lobe. (**E** to **G**) Yolky oocyte production in (E) water- versus Ins-injected ants, (F) low- versus high-dueling ants, and (G) Ins-injected versus Ins and U0126 co-injected ants. In (E) and (G), ovary development is represented by the number of yolky oocytes per individual in all workers regardless of their dueling activity. Bars and error bars represent mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001). (**H**) Western blot analysis of phosphorylated AKT (P-AKT), total AKT (T-AKT), phosphorylated MAPK (P-MAPK), total MAPK (T-MAPK), and tubulin levels in the worker fat body treated with different concentrations of synthetic Ins peptide (0, 5, 10, and 20 μM). (**I** and **J**) Quantification of fold changes in (I) relative P-AKT/T-AKT and (J) P-MAPK/T-MAPK. Relative levels of AKT and MAPK phosphorylation were normalized to the control fat body. *n* = 8 individuals; *P* values are from Kruskal-Wallis test with multiple comparisons. Bars and error bars represent mean ± SEM.

**Fig. 3.**
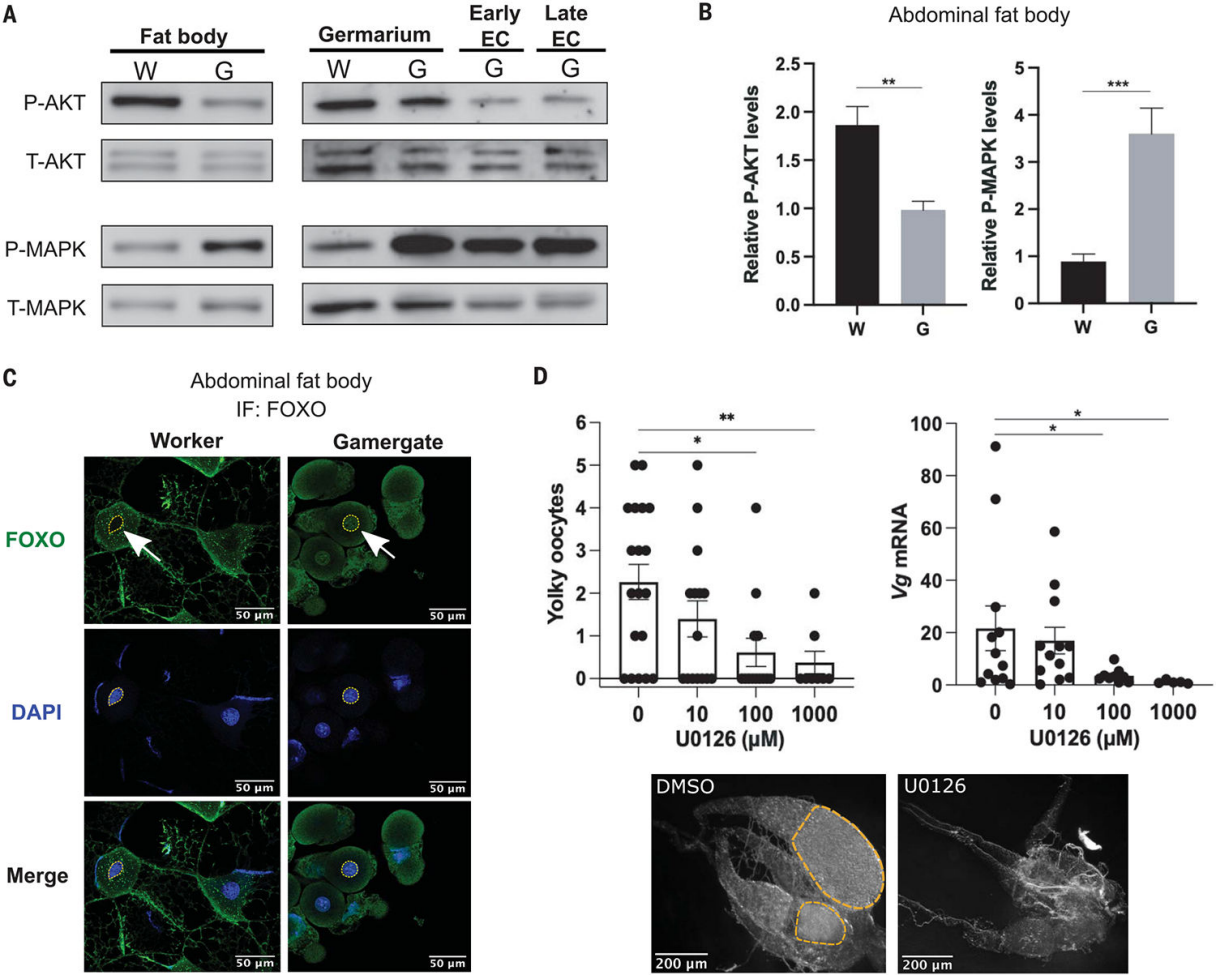
Activity of the IIS-AKT and IIS-MAPK pathways in different tissues and the requirement of MAPK activity for reproduction. (**A** to **C**) IIS activity is represented by phosphorylation of AKT and MAPK (P-AKT and P-MAPK, respectively), normalized by total AKT and MAPK (T-AKT and T-MAPK, respectively). (A) Western blot analysis of P-AKT, T-AKT, P-MAPK, and T-MAPK in (left) the fat body and (right) different parts of the dissected ovary [germarium, early egg chamber (EC), and late EC tissues from worker (W) versus gamergate (G)]. (B) Quantification of the relative P-AKT and P-MAPK levels in the fat body of W and G described in (A). *P* values are from unpaired Student’s *t* test (**P < 0.01, ***P < 0.001, *n* = 6 individuals). Bars and error bars represent mean ± SEM. (C) Immunofluorescence (IF) staining of transcription factor FOXO in the fat body as detected by *Hs*-FOXO antibody (green) and DNA staining with DAPI (blue). (Left) FOXO localization in the cytoplasm of worker fat body. (Right) FOXO localization in the nucleus of gamergate fat body. Nuclei were identified with DAPI and are indicated with arrows in the FOXO staining. (**D**) (Top) Averages of the yolky oocyte number per workers and quantitative RT-PCRs for *vitellogenin* (*Vg*) mRNA in abdominal fat body of workers 7 days after injection with either dimethyl sulfoxide (DMSO) or U0126 at different dosages (10, 100, and 1000 μM). (Bottom) Representative bright-field images of dissected ovaries. Data are from more than 10 biological replicates per condition. Bars and error bars indicate mean ± SEM. *P* values are from Kruskal-Wallis test with multiple comparisons. *Rpl32* is used as a reference gene for data normalization.

**Fig. 4.**
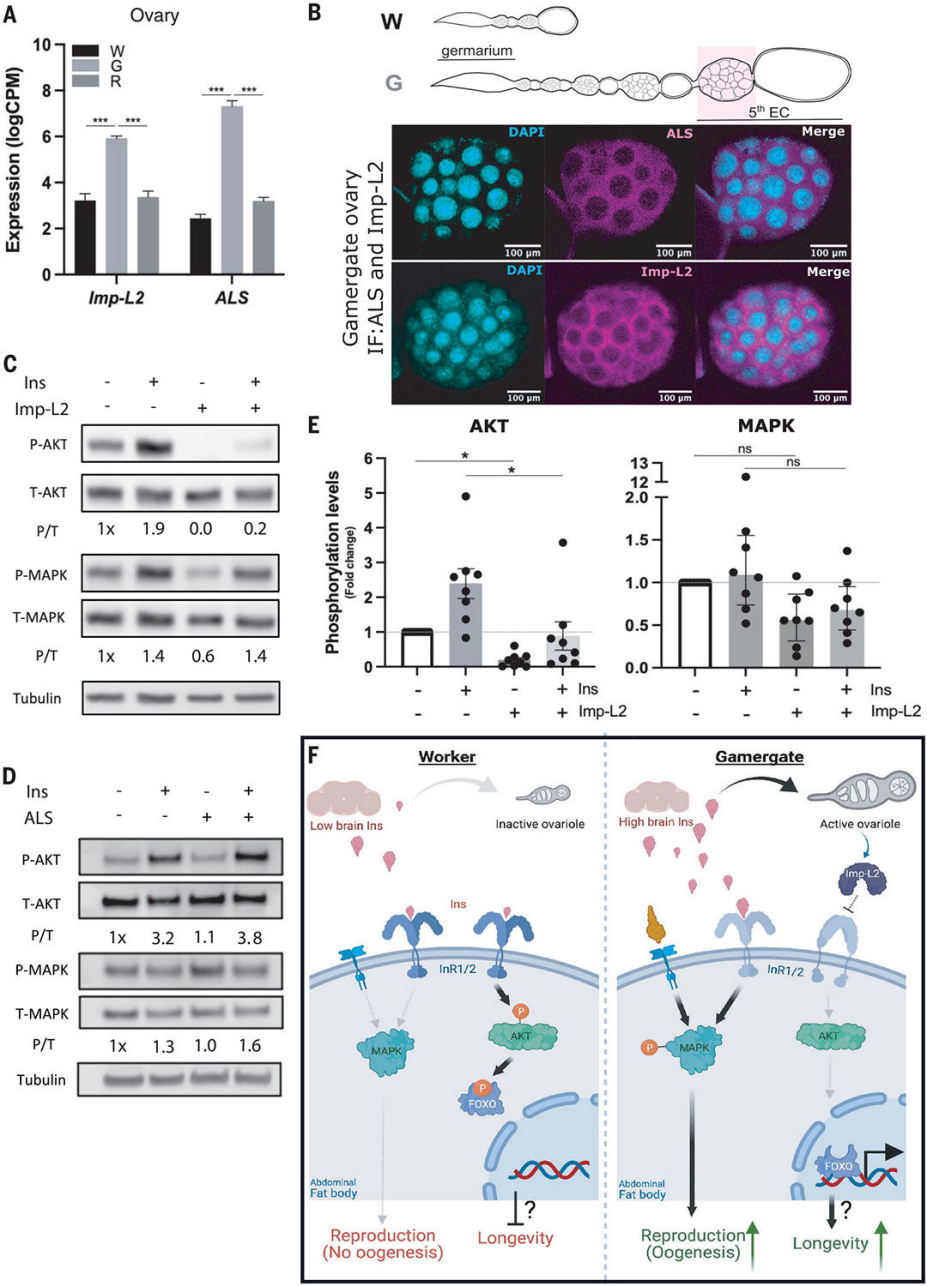
Imp-L2 produced from gamergate ovaries preferentially antagonizes the IIS-AKT pathway. (**A**) RNA abundance of ovarian *lmp-L2* and *ALS* in workers (W), gamergates (G), and revertants (R). Bars and error bars represent mean ± SEM. LogCPM, log counts per million. (**B**) IF staining of insulin/IGF-binding proteins (ALS and Imp-L2) in the late stages of the egg chambers of a gamergate ovary as indicated with a pink box in the schematic at top. Magenta indicates ALS and Imp-L2 at top and bottom, respectively. DAPI is shown in cyan. (**C** and **D**) Western blot analyses showing the effects of recombinant Imp-L2 or ALS (produced in Sf9 cells) on IIS-AKT and IIS-MAPK pathways in the abdominal fat body tissue dissected from workers. Levels of P-AKT, T-AKT, P-MAPK, T-MAPK, and tubulin detected in the fat body as a function of treatment with Ins peptide minus/plus recombinant (C) Imp-L2 or (D) ALS protein. (**E**) A quantitative plot of phosphorylation levels of AKT and MAPK from the worker fat body incubated with or without Imp-L2 in the presence and absence of Ins peptide. Bars and error bars indicate median with interquartile range. *P* values are from Mann-Whitney test (*P < 0.05, *n* = 8 individuals). (**F**) Proposed models of reproduction-associated longevity in ants. (Left) A short-lived worker. (Right) A long-lived gamergate. The basal level of insulin (Ins) secreted from the worker brain is sufficient to activate the IIS-AKT pathway through insulin receptors (InRs) in the abdominal fat body, resulting in FOXO phosphorylation and a normal life span in workers. By contrast, the high level of Ins in the gamergate brain promotes ovary maturation and contributes to MAPK activation in the fat body. An unidentified receptor (left of InR1/2) may also contribute to MAPK activation. Additionally, RNA abundance of *InR1/2* is decreased in the fat body of gamergate compared with that of worker (shown as lighter color), and the gamergate ovary produces Imp-L2 protein that antagonizes IIS-AKT signaling in the fat body. Together, this might lead to nuclear localization of FOXO and longevity in gamergates.

# Supplementary material for: Insulin signaling in the long-lived reproductive caste of ants
**Source:** Science. Author manuscript; Available in PMC 2022 Oct 1.
**Supplement:** science.abm8767_sm_Sep12

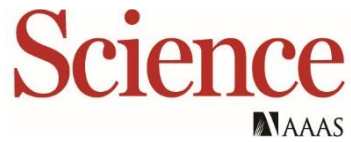

## Supplementary Materials for

### **Insulin signaling in the long-lived reproductive caste of ants**

Hua Yan *et al.*

*Science* **377**, 1092 (2022)  
DOI: [10.1126/science.abm8767](https://doi.org/10.1126/science.abm8767)

#### **The PDF file includes:**

Materials and methods  
Figs. S1 to S7  
References

#### **Other Supplementary Material for this manuscript includes the following:**

MDAR Reproducibility Checklist  
Tables S1 to S5

## Materials and Methods

### Regular maintenance of *Harpegnathos* ant colonies

*Harpegnathos saltator* colonies were initially transported from Jürgen Liebig's laboratory at Arizona State University. Ants were housed in plastic boxes (Pioneer Plastics, Inc.) with a plaster floor (Darby Dental, #8491560) inside a 12:12 h light/dark cycle and temperature-controlled room (22-25°C). Two compartments in a box divide the nest area for reproductive females, young workers (nurses) and the broods from the foraging arena for old workers (foragers). Ants and their broods were fed with pre-stung (paralyzed) crickets three times a week.

### Caste transition (W to G) and reversion (G to R)

As shown in **Fig. S1A.**, a queenless colony consisting of thirty of workers (~2-4 weeks post emergence) were setup for inducing a worker-to-gamergate transition for three months. Each individual was uniquely marked on thorax with Uni-paint markers. Well-known behavioral traits in gamergates: antennal dueling and egg laying events, were observed for identifying a mature gamergate (14, 15, 26). For the reversion, the mature gamergate (G), derived from 3 months of caste transition, was removed from the transition colony, individually isolated and constantly fed with small pre-stung crickets (1/4") for 4 weeks. Egg laying events were observed in the isolated mature gamergates. Workers (W) from the same transition colony were placed in another mature colony with established reproductive females to prevent their transition to gamergate after the gamergate removal and were used as a control worker in a lifespan experiment. The isolated gamergates were subsequently transferred into the mature colony where worker policing occurred. After two months, the reverted gamergates or revertants (R) fully exhibited worker-like behavior and stopped egg-laying (15). All tissues of workers, gamergates and revertants were harvested at the same chronological age (~6 months old). Worker and gamergate samples were harvested from the caste transition colony while revertants and their non-reproductive nestmates ( $W^R$ ) were harvested independently from the reversion colony.

### Identification of insulin-like peptides (ILPs) in *Harpegnathos saltator*

InterProScan was used to analyze all protein sequences of the 71 Hymenopteran genomes (Table S3), with annotations available in the NCBI RefSeq database. A total of 149 genes encoding proteins with "IPR016179", the characteristic domain of ILPs, were identified, among which all but four genes encode proteins longer than 100aa. Multiple sequence alignment of all protein sequences corresponding to the "IPR016179" domain region was created using the E-INS-i method of MAFFT v7.425 and filtered for gap-rich regions using TrimAl v1.4. A phylogenetic analysis was carried out using IQ-TREE v2.1.2 with 20 independent tree searches. The best-fitting evolutionary model ("JTT+G4") was selected automatically using ModelFinder, and branch supports were measured using the Ultrafast Bootstrap approach with 1000 replicates. The code is available at [https://github.com/bsierieb1/Ant\\_Insulin\\_Yan\\_et\\_al\\_2022](https://github.com/bsierieb1/Ant_Insulin_Yan_et_al_2022)

### Transcriptome, GO enrichment analyses and RT-qPCR

*Harpegnathos* tissues were dissected from single individuals and homogenized in TriPure (Sigma). Three different tissues from 6-month-old workers (W), gamergates (G) and revertants (R) were collected including the central brain without optic lobes, whole ovary and abdominal fat body. Total RNA was purified by phenol/chloroform extraction. RNA was reverse transcribed to cDNA using QuantiTect Reverse Transcription Kit (Qiagen).

For library preparation, polyA<sup>+</sup> RNA was isolated from total RNA using Dynabeads Oligo(dT) 25 (Thermo Fisher) beads. The 1<sup>st</sup> strand was synthesized by Superscript III and random hexamers (Life Technologies). The 2<sup>nd</sup> strand was synthesized with dUTP to generate strand asymmetry using DNA Pol I (NEB, M0209L) and E. coli DNA Ligase (Enzymatics, L6090L). RNA-seq libraries were constructed using the protocol in the lab. Sequencing was performed on a HiSeq 2500 (Illumina) at NYULH.

Reads were aligned with STAR (v.2.5.0b) on the *Harpegnathos* genome version 8.5. Read numbers in CPM (Counts Per Million) and differential expression analysis were calculated and performed using EdgeR. An adjusted p-value of less than 0.05 was considered significant. Gene identifiers, symbols and their closest homologs, which are available in the honeybee *Apis mellifera*, *Drosophila*, and mammals and obtained from the NCBI BLASTP web interface (<http://blast.ncbi.nlm.nih.gov/Blast.cgi>), flybase.org, alliancegenome.org and literatures, are reported in Table S4.

We predicted GO terms for HSAL51 transcripts (41) using CrowdGO (Table S2). CrowdGO was run with the CrowdGOFull pre-trained model. Biological Process terms predicted for transcripts were summarized by gene, and the resulting gene-to-GO mapping was used as input to topGO. Another input was a list of p values derived from differential expression analysis. Genes with false discovery rate-corrected p value less than 0.01 and the fold change sign corresponding to the selected direction of gene regulation (e.g. negative fold change for down-regulated genes, see below) were considered significantly differentially expressed. Gene enrichment analysis was run separately for each combination of the following factors: tissue (central brain, fat body, ovary), caste comparison (worker vs. gamergate, revertant vs. gamergate), and the direction of gene regulation (up-regulated in gamergate, down-regulated in gamergate). Gene enrichment was assessed using Fisher's exact test with elim algorithm, and GO terms with p value less than 0.01 were considered significantly enriched. For each combination of tissue and the direction of gene regulation, we intersected GO terms significantly enriched in both workers and revertants, sorted them by average ranked p value, selected top-ranked terms, and plotted the negative natural logarithm of the p values. The code is available at

[https://github.com/bsierieb1/Ant\\_Insulin\\_Yan\\_et\\_al\\_2022](https://github.com/bsierieb1/Ant_Insulin_Yan_et_al_2022)

For qPCR, mRNA expression levels were quantified using LightCycler<sup>®</sup> 480 SYBR Green I Master (Roche#04707516001) with a specific primer pair (See Table S5). *Ribosomal protein (Rpl32)* gene was used as normalization controls.

### **In situ hybridization (ISH) and immunofluorescence (IF) analyses**

Tissue dissection was performed under 1x Phosphate Buffered Saline (PBS) supplemented with Protease and Phosphatase inhibitor cocktail (Thermo Scientific, #78443) on a clean, clear rubber pad using two fine forceps (Fine Science Tools, Dumont #5) and scissor (Fine Science Tools, #1500408). Dissected tissues were fixed using 4%

paraformaldehyde (PFA) (Electron Microscopy Sciences, #15710) diluted in 1x PBS with 0.1% Tween20 (0.1% PBST) at room temperature (RT) for 20 min on a shaker. Fixed tissues were washed three times with 0.1% PBST for 15 min each on a shaker.

**ISH:** Tissues were gradually dehydrated by incubating in serially diluted methanol at 25%, 50% and 90% at RT for 10 min each on a shaker. Tissues were rehydrated by performing a graded rehydration using 100%, 90%, 50%, and 25% methanol at RT for 10 min each. Tissue was then washed in 0.1% PBST twice for five min at RT while shaking. Post-fixation was performed by incubating in 4% PFA in 1x PBS for 20 min at RT on a shaker. Tissue was washed with PBST twice for five minutes while shaking. Tissue was permeabilized by incubating with Proteinase K (10 ug/ml) for 2 min at RT. Following incubation, the tissue was washed with 0.1% PBST for five min at RT while nutating. Another post fixation step was performed by incubating in 4% PFA in 1x PBS for 20 min at RT on a nutator. Tissue was subsequently washed with 0.1% PBST two times for 5 min at RT. The PBST was removed and replaced with pre-warmed hybridization buffer (50% formamide, 5x saline-sodium citrate (SSC), 5x Denhardt's solution, 250 ug/ml yeast tRNA, 500 ug/ml herring sperm DNA, 50 ug/ml Heparin, 2.5 mM EDTA, 0.1% Tween20, and 0.25% CHAPS) at 55° C for approximately two hours. Digoxigenin (DIG) labeled probe was synthesized using the DIG RNA labeling kit (SP6/T7) (Roche, #11175025910). Denatured DIG-labeled probe was hybridized at 55° C overnight. Hybridized tissue was then washed twice with warm hybridization solution for 40 min at 55° C and washed four times with 0.1% PBST for 10 min at RT. Detection of DIG-labeled probes was performed by incubating with anti-DIG antibody (1:2000, Roche #11093274910) in 0.1% PBST overnight at 4° C. Tissue was washed three times with 0.1% PBST and washed twice with AP buffer (100 mM NaCl, 50 mM MgCl<sub>2</sub>, 100 mM Tris, pH 9.5, and 0.1% Tween20) for 10 min each at RT. Colorimetric detection was performed by incubating with NBT/BCIP solution (Roche, # 11697471001) for 10 min. The colorimetric reaction was halted by washing with 0.1% PBST two times for 5 min at RT while shaking.

**IF:** Fixed tissue was placed in custom antibodies of Ins, IGF, ALS, Imp-L2 and FOXO or pre-immune serum (1:100) in 0.1% PBSTx (TritonX-100) with 5% normal serum. Pre-immune serum was used as a negative control for IF staining. Tissue was incubated overnight at 4° C on a nutator. Subsequent removal of primary antibody was performed and tissue was washed four times for five min at RT in 0.1% PBSTx. Tissue was probed with anti-rabbit, -rat and -guinea pig secondary antibodies at RT for 1 hour on a nutator (1:500, ThermoFisher, #A21206, A21470 and A11073, respectively) and washed four times for five min at RT in 0.1% PBSTx. Counterstaining was performed by incubating with 2 µg/ml DAPI and 1:100 Alexa Fluor™ 488 Phalloidin (ThermoFisher, #A12379) diluted in 0.1% PBSTx for 20 min at RT in the dark. Tissue was rinsed 5 times with 0.1% PBSTx, mounted in Focuseclear and imaged using a Zeiss 880 Confocal microscope at NYULH.

## Western analysis

Dissected tissues of foraging workers and mature gamergates were homogenized with lysis buffer (50 mM Tris-HCl, pH 7.8, 150 mM NaCl, and 1% Nonidet P-40) plus Halt protease/phosphatase inhibitor cocktail (78442). Approximately 10 µg of tissue lysate was loaded onto 8% Bis-Tris gels. PVDF membranes were used and blocked in TBST buffer (150 mM NaCl, 20 mM Tris-HCl, pH 7.5, and 0.05% v/v Tween20) containing 3% milk

(Carnation powdered milk) for 1 hour at RT and probed overnight at 4° C with primary rabbit antibodies (anti-phospho-AKT Ser505, #4054S, anti-phospho MAPK #9101S, two anti-total-AKT #9272S and #4691S, and anti-total-MAPK#4695S (Cell Signaling Technology, 1:2000), guinea pig anti-ImpL2 (1:1000) and rat anti-ALS (1:1000), diluted in TBST with 5% BSA and 0.04% sodium azide (NaN<sub>3</sub>). Anti-rabbit (Promega, #W401B), anti-guinea pig (JacksonImmuno, #106035003) and anti-rat IgG HRP conjugate secondary antibodies (JacksonImmuno, #715035150) were used at a 1:5000 dilution in TBST containing 5% BSA or 3% milk. West FEMTO Maximum Sensitivity Substrate (Thermo Fisher, #34094) was used for signal detection. Membrane-bound antibodies were removed using Western Blot Stripping buffer (ThermoFisher, #21059). Band intensity was quantified using Fiji. Unpaired t test was performed using GraphPad Prism software.

### **Treatment of ant tissues by synthetic ILP peptides**

Chemically synthetic Ins peptides were prepared by Phoenix Pharmaceuticals Inc. Two peptides (A and B chains) were synthesized and 3 disulfide bonds were formed.

A Chain: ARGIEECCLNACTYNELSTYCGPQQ;

B Chain: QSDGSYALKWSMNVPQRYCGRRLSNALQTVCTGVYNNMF;

Disulfide bonds: [CysA9-CysB19], [CysA22-CysB31], [CysA8-CysA13].

Abdominal fat body tissues of workers were dissected in serum-free Schneider's medium (Invitrogen, #21720) supplemented with 1% streptomycin/penicillin. After 4 hours of starvation in serum-free medium, chemically synthetic Ins peptides were added to the media. After 30 min of treatment, media were discarded and protein lysates from tissues were subjected for Western blots. One-way ANOVA with Tukey's multiple comparisons test were performed using GraphPad Prism software.

### **Injections of Insulin peptide (Ins) and MAPK inhibitor (U0126)**

For the *in vivo* experiment, 40 workers, two-weeks post-pupal emergence, were individually labeled with distinct paint dots and housed in a queenless condition. We injected approximately 1 µl of 100 µM synthetic insulin peptide into the worker abdomen (an opening between tergites) two days after setting up the colonies. Controls were injected with 1 µl water or 1 µl 100 µM Ins B chain as indicated. Ins B chain, without the A chain and disulfide bonds, is an inactive form of Ins. Antennal dueling behavior were observed for 5 days post-dueling initiation. All individuals were sacrificed after 5 days of the dueling tournament for ovary scoring by counting the number of yolky oocytes. For the U0126 experiment, workers were injected with approximately 1 µl of U0126 or 1% DMSO diluted with water. The ovary and abdominal fat body were collected six days post-injection for scoring ovary development and quantifying *vitellogenin* expression, respectively. Injections of both 100 µM U0126 and Ins peptide were performed separately. Half of the workers (20 workers) was first injected with either U0126 or 1% DMSO (control). Ins was subsequently injected in all workers (40 workers) on the following day. Dueling activities were monitored for 5 days and ovary development was scored 5 days post-dueling tournament. Three independent colonies were performed. Animals that did not survive the injections were excluded.

### **ALS and Imp-L2 protein production using baculovirus expression system**

To purify ovarian ALS and ImpL-2 proteins, FLAG/HIS-tagged ALS and Imp-L2 were independently cloned into a baculovirus expression vector, pFASTBac1 (Invitrogen) and expressed in Sf9 cells (RRID: CVCL\_0549). Infected Sf9 cells were resuspended in BC150 buffer (25 mM HEPES-NaOH, pH 7.5, 1 mM EDTA, 150 mM NaCl, 10% glycerol, 1 mM DTT, and 0.1% NP-40) with protease inhibitors (1 mM phenylmethanesulfonyl fluoride [PMSF], 0.1 mM benzamidine, 1.25 mg/mL leupeptin, and 0.625 mg/mL pepstatin A) and phosphatase inhibitors (20 mM NaF and 1 mM Na<sub>3</sub>VO<sub>4</sub>). Cells were lysed by sonication (Fisher Sonic Dismembrator model 100) and purified through FLAG-M2 agarose beads (Sigma).

### **Lipid and Carbohydrate Quantifications from the Tissues and Hemolymph**

Lipid contents include multiple classes: triacylglycerol (TAG), phospholipid, steroid, glycolipid, etc. Some previous studies measured the lipid contents in the whole body (42), while others measured TAG and DAG (37), which represents fat storage and mobilization. We measured TAG/DAG specifically in the fat body and in the hemolymph.

Ants were rinsed with ultrapure water and anesthetized on ice. Extra liquid was removed. An abdomen and all legs were clipped off from the whole body. The abdomen obtained was dissected for the abdominal fat body and ovary under ice cold 1x PBS. The dissected tissues were homogenized in ice cold 1xPBS using an insulin needle (BD, #328291) or a pestle. The head and thorax were placed in a 0.5 ml tube with a small hole in the bottom inside a 1.5 ml collection tube. The hemolymph was collected after centrifugation at 3,000xg for 1 minute at 4° C. Approximately 1 µl of clear hemolymph was subjected to each lipid and sugar measurement. Quantification of TAG/DAG was performed using Infinity Triglycerides reagent (Thermofisher, #TR-22421), as described in the manufacturer's instructions.

For the measurements of trehalose and glucose, the lysates were diluted in the trehalose buffer (5 mM Tris pH 6.6, 137 mM NaCl, and 2.7 mM KCl). The samples obtained were incubated with porcine trehalase (Sigma, #T8778) at 37° C overnight. The measurements were performed using the Infinity Glucose Hexokinase reagent (Thermofisher, #TR-15421), as described in the manufacturer's instructions. To measure the glycogen level in the fat body, the dissected fat body was homogenized and incubated at 100°C for 10 min to inactivate enzymes. Quantification was performed using the Glycogen Assay Kit (ab65620) according to the manufacturer's instructions: glycogen was hydrolyzed to glucose using the enzyme glucoamylase. The oxidized product reacted with OxiRed probe. Fluorescence (Ex/Em= 535/587) was read in the FlexStation 3 Multi-mode Microplate Reader with the SoftMax Pro 7 software.

### **Quantification and Statistical Analysis**

Statistical analysis of transcriptome data was performed using EdgeR. Other statistical analyses, including unpaired t test, one-way ANOVA with Tukey's multiple comparisons test, and Log-rank Mantel Cox test, as indicated in the Figure Legends and Methods, were performed using GraphPad Prism software. The value of n, mean ± SEM, and p value are reported in Results, Figures, and Figure Legends. Statistical significance is defined by p<0.05 (\*), p<0.01 (\*\*), or p<0.001 (\*\*\*).

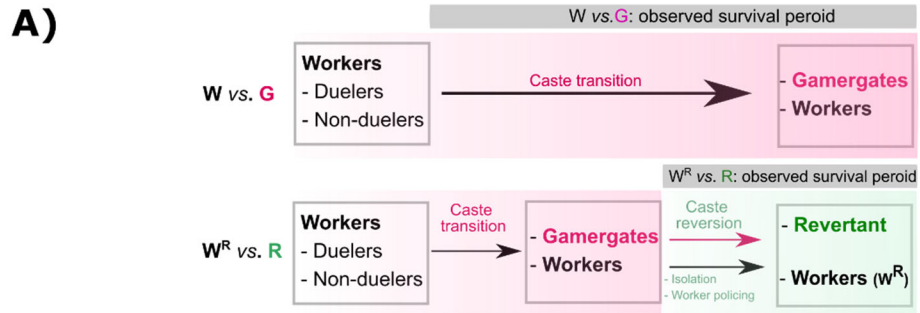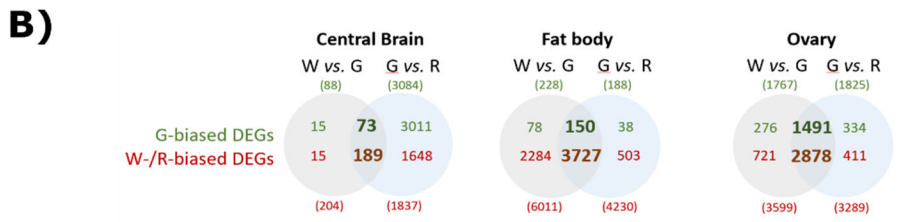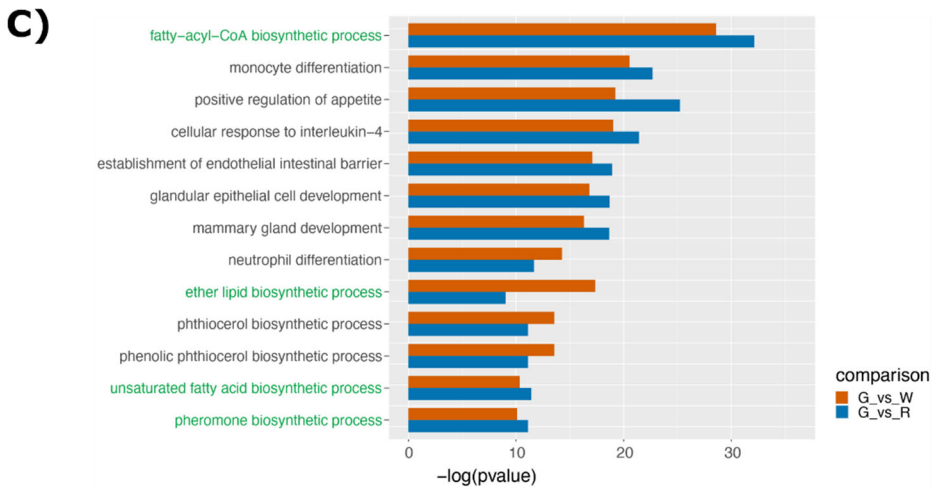

**Fig. S1. Diagram of the timeline for caste transition [Worker (W) to Gamergate (G)] and reversion [Gamergate (G) to non-reproductive revertant (R)] and differentially expressed genes (DEGs) between W vs. G in the brain, abdominal fat body and ovary.** (A) A colony consisting of 30 similarly aged matched workers initiates the dueling tournament, in which workers can be classified into two groups (dueling and non-dueling). The caste fate is determined based on dueling activity and oviposition. Survival rates of worker (W) and gamergate (G) are observed during the transition for over a year. For the process of G-to-R reversion, mature gamergates derived from the transition colonies were individually isolated in an empty nest followed by worker policing in other established gamergate colonies (revertant colonies). Their non-reproductive nestmates (workers) were directly transferred to the same revertant colonies, as a control for revertants (named  $W^R$ ). The survival data of revertants (R) and non-reproductive nestmates ( $W^R$ ) are collected during the reversion process. The survival data of  $W^R$  during the reversion serves as a baseline for the revertant's survival data. Thus, this does not represent the normal lifespan of a worker and shows a slight difference in lifespan compared to the workers in the W-to-G experiment. Individuals used in the reversion (lower image) are independent from the W-to-G transition (upper image). (B) Venn diagrams show the number of DEGs identified in three different tissues and the DEGs that overlap between the W vs. G. and G. vs. R. comparisons from each tissue. G-biased genes represent DEGs that are up-regulated in G compared to both W and R, while W- or R-biased genes are down-regulated DEGs in G compared to W or R, respectively. (C) A list of top biological process GO terms enriched in the overlapping G-biased genes in the fat body. GO terms are sorted by the negative natural logarithm of p values obtained from enrichment analysis of terms associated with DEGs in G vs. W and G vs. W comparisons (shown in orange and blue, respectively). G-biased GO terms related to lipid biosynthesis are highlighted in green.

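In the central brain, 8481 genes were tested between gamergates and workers, and 28 were higher and 61 lower in gamergates, while 1576 had an unadjusted p under 0.05 where chance gives 424. These counts depended on the test and on single libraries. Of the settings that used all of the libraries, edgeR's likelihood ratio test with no low-count filter gave the highest counts, 134 higher and 255 lower, and an adjusted p under 0.01 the lowest, 10 and 13. Without worker library 4 the counts were 303 and 547, and without gamergate library 1 they were 10 and 14. Among the 6 brain libraries under 3500000 counts, 218 genes were higher and 183 lower in gamergates than in workers. Between gamergate and revertant brains, 8987 genes were tested, and 2466 were higher and 2691 lower in gamergates. Scaled by library size only, 3474 were higher and 1945 lower (64.1% higher, against 47.8% with TMM), and the median of all genes lay 0.17 higher on the log2 scale. All gamergate brains were under the size limit and all revertant brains over it, so this comparison has no value within a size class. With the class as a term in a fit of the 12 brain libraries, which the workers in both classes allow, 41 genes were higher and 32 lower in gamergates than in revertants. Revertant and worker brains differed in 0 of 9360 genes, with 1521 genes at an unadjusted p under 0.05, and among the 6 libraries over the limit in 1 gene. Of the genes higher in gamergates than in workers, 23 of 28 (82.1%) were also higher than in revertants, and of the lower genes, 59 of 61 (96.7%) were also lower. With the size class as a term, more genes differed from workers, and the shares were 36 of 124 (29.0%) and 27 of 120 (22.5%). The term takes the size effect from the 4 workers. It raised the median standard error of the DEGs between gamergates and revertants from 0.112 to 0.198, so part of the drop may be lost calls. With different gamergate libraries in the comparisons, so few genes were higher than in workers that the share was 1 of 3 genes (33.3%) or 1 of 2 (50%), depending on which pair was compared with workers. The paper's Venn diagrams count the same overlaps in fig. S1B.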

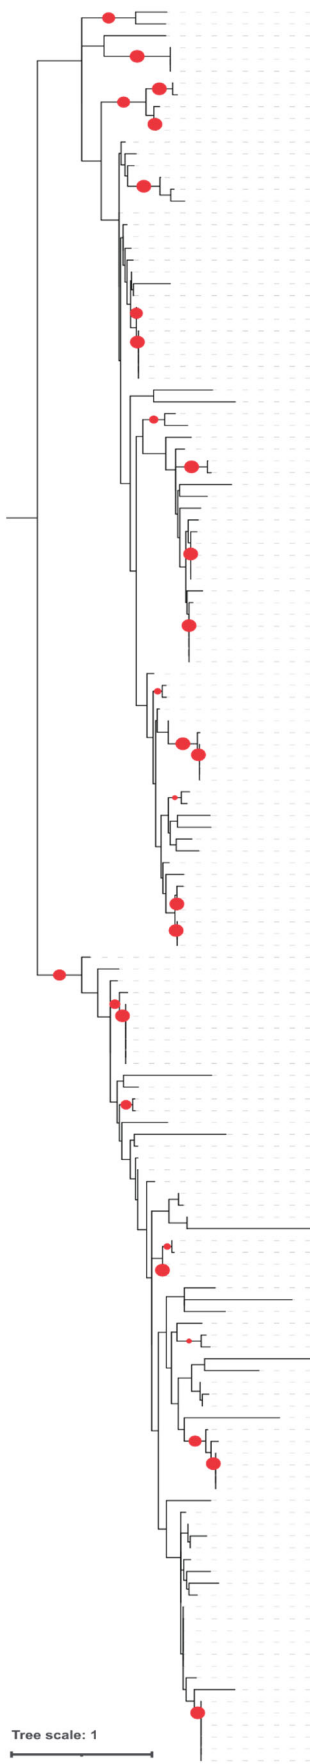

Camponotus floridanus|LOC112637903|XP 025264383.1  
Camponotus floridanus|LOC112637902|XP 025264382.1  
Camponotus floridanus|LOC105251655|XP 025265750.1  
Camponotus floridanus|LOC112638377|XP 025265745.1  
Camponotus floridanus|LOC112638378|XP 025265746.1  
Camponotus floridanus|LOC105252710|XP 011258536.1  
Camponotus floridanus|LOC112638387|XP 025265958.1  
Camponotus floridanus|LOC112638382|XP 025265754.1  
Camponotus floridanus|LOC112638381|XP 025265752.1  
Camponotus floridanus|LOC112638379|XP 025265749.1  
Camponotus floridanus|LOC112638354|XP 025265721.1  
Ooceraea biroli|LOC105278524|XP 011335977.3  
Nylanderia fulva|LOC114834680|XP 029163218.1  
Volterhovia emeryi|LOC105559845|XP 011863844.1  
Harpagophanes saltator|LOC105168195|XP 01147836.1  
Odontomachus brunneus|LOC116854023|XP 032691373.1  
Dinoponera quadricaps|LOC106750697|XP 014486685.1  
Camponotus floridanus|LOC105257206|XP 011265971.1  
Linepithema humile|LOC106870450|XP 032181776.1  
Formica exsecta|LOC115238986|XP 029669117.1  
Pseudomyrmex gracilis|LOC109860861|XP 020295834.1  
Pogonomyrmex barbatus|LOC105432653|XP 011645722.1  
Solenopsis invicta|LOC105200753|XP 011660756.2  
Wasmannia auropunctata|LOC105481874|XP 011706684.1  
Monomorium pharaonis|LOC105832901|XP 012526677.2  
Atta colombica|LOC108691355|XP 018054803.1  
Atta cephalotes|LOC105825577|XP 012062289.1  
Cyphomyrmex costatus|LOC108773507|XP 018384842.1  
Trachymyrmex cornetzi|LOC108758741|XP 018393927.1  
Trachymyrmex zetteli|LOC108771090|XP 018311419.1  
Trachymyrmex septentrionalis|LOC108754874|XP 018352972.1  
Acromyrmex echinatior|LOC105147653|XP 011057119.1  
Cephaloscypha floridanus|LOC106843601|XP 014214291.1  
Ceratium calcarata|LOC108629740|XP 01788005.2  
Aphidius gifuensis|LOC122859246|XP 044018615.1  
Aphidius gifuensis|LOC122859245|XP 044018613.1  
Hemiteles laboratorum|LOC108570601|XP 017787974.1  
Dufourea novaeangliae|LOC107189829|XP 015424147.1  
Osmia bicornis bicornis|LOC114873438|XP 048143602.1  
Osmia lignaria|LOC117609492|XP 034191781.1  
Nomia melanderi|LOC116427175|XP 031833052.1  
Colletes gigas|LOC122400164|XP 043257413.1  
Megachile genalis|LOC117226338|XP 03336465.1  
Friesioneella varia|LOC122531247|XP 043514957.1  
Apis dorsata|LOC102676507|XP 031368269.1  
Apis cerana|LOC108003125|XP 016920723.1  
Apis mellifera|LOC1026300673.1  
Apis laboriosa|LOC122719403|XP 043801096.1  
Apis florea|LOC108649790|XP 03080101.1  
Eufriesea mexicana|LOC108551106|XP 017760626.1  
Bombus pyrosoma|LOC122579020|XP 043599275.1  
Bombus terrestris|LOC106460770|XP 020722346.1  
Bombus vosnesenskii|LOC117243020|XP 033360051.1  
Bombus bifarius|LOC117217269|XP 033320648.1  
Bombus vancouveriensis|LOC117155227|XP 033186860.1  
Bombus impatiens|LOC100747114|XP 033178030.1  
Populus arisanus|LOC105268476|XP 011300360.1  
Cotesia glomerata|LOC123267139|XP 044587606.1  
Microplitis demolitor|LOC103569964|XP 014297440.1  
Cephus cinctus|LOC107264490|XP 015588287.1  
Athalia rosae|LOC104601243|XP 01226509.1  
Diprion similis|LOC124412278|XP 046747978.1  
Neodiprion fabricii|LOC124184702|XP 046430660.1  
Neodiprion lecontei|LOC107218277|XP 015511917.1  
Neodiprion virginiana|LOC124307057|XP 046626328.1  
Neodiprion pinetum|LOC124221535|XP 046487601.1  
Leptoplinia heterotoma|LOC122499739|XP 043464155.1  
Balonocnema kinseyi|LOC117173160|XP 033217504.1  
Orussus abietinus|LOC105703460|XP 012287301.1  
Trichogramma pretiosum|LOC106650337|XP 014223758.1  
Ceratostolen solmsi marchali|LOC105364979|XP 011501326.1  
Nasonia vitripennis|LOC100117514|XP 016859749.1  
Venturia canescens|LOC122406396|XP 043267751.1  
Chelonus insularis|LOC118066012|XP 034537597.1  
Polistes dominus|LOC107073034|XP 015188910.1  
Polistes fuscatus|LOC122518983|XP 043494057.1  
Polistes canadensis|LOC108791661|XP 014612968.1  
Vespa pensylvanica|LOC122634510|XP 043678452.1  
Vespa cinctus|LOC124429994|XP 046831921.1  
Vespa manducator|LOC118442340|XP 035723692.1  
Pogonomyrmex barbatus|LOC105428280|XP 011638798.1  
Linepithema humile|LOC105675058|XP 012227278.1  
Termitophora curvispinosa|LOC11545447|XP 024871611.1  
Cyphomyrmex costatus|LOC108717762|XP 018405355.1  
Acromyrmex echinatior|LOC105154102|XP 011067699.1  
Trachymyrmex cornetzi|LOC108765019|XP 018368979.1  
Trachymyrmex septentrionalis|LOC108749273|XP 018343441.1  
Trachymyrmex zetteli|LOC108725242|XP 016307633.1  
Atta colombica|LOC108885886|XP 018050385.1  
Atta cephalotes|LOC108671935|XP 012054858.1  
Pseudomyrmex gracilis|LOC10855579|XP 020265592.1  
Volterhovia emeryi|LOC105562165|XP 011868154.1  
Solenopsis invicta|LOC105197201|XP 011161773.1  
Monomorium pharaonis|LOC108640254|XP 028046271.1  
Nylanderia fulva|LOC114931404|XP 029186240.1  
Aphidius gifuensis|LOC122853095|XP 044009628.1  
Nylanderia fulva|LOC114928007|XP 029154923.1  
Camponotus floridanus|LOC105257193|XP 011266855.1  
Formica exsecta|LOC115245936|XP 02968317.1  
Ooceraea biroli|LOC105283606|XP 011344802.1  
Odontomachus brunneus|LOC118847242|XP 032677918.1  
Dinoponera quadricaps|LOC106741669|XP 014486685.1  
Harpagophanes saltator|LOC105168669|XP 011445815.1  
Belonocnema kinseyi|LOC117179533|XP 033227317.1  
Polistes fuscatus|LOC122518482|XP 043493370.1  
Polistes dominus|LOC107067130|XP 015177811.1  
Vespa cinctus|LOC124429727|XP 046824745.1  
Vespa pensylvanica|LOC122631481|XP 043673144.1  
Populus arisanus|LOC105263394|XP 011297869.1  
Aphidius gifuensis|LOC122847930|XP 044001723.1  
Diachasma alloeum|LOC107042597|XP 015119186.1  
Orussus abietinus|LOC105695577|XP 012280089.1  
Leptoplinia heterotoma|LOC122502096|XP 043468795.1  
Balonocnema kinseyi|LOC117172640|XP 033216586.1  
Leptoplinia heterotoma|LOC122505236|XP 043472669.1  
Cephaloscypha floridanus|LOC106638708|XP 023246172.1  
Nasonia vitripennis|LOC106870703|XP 003425680.1  
Trichogramma pretiosum|LOC106649730|XP 014223986.1  
Ceratostolen solmsi marchali|LOC105364546|XP 011501937.1  
Cotesia glomerata|LOC123274423|XP 044597967.1  
Athalia rosae|LOC105668017|XP 012255971.1  
Diprion similis|LOC124412314|XP 046748084.1  
Neodiprion fabricii|LOC124184184|XP 046429551.1  
Neodiprion virginiana|LOC124308274|XP 046626831.1  
Neodiprion lecontei|LOC107219396|XP 046596401.1  
Neodiprion pinetum|LOC124221096|XP 046487723.1  
Cephus cinctus|LOC112495098|XP 024945767.1  
Megachile rotundata|LOC100809080|XP 012141493.1  
Osmia bicornis bicornis|LOC114879802|XP 022051075.2  
Hemiteles laboratorum|LOC108579751|XP 017786847.1  
Osmia lignaria|LOC117607937|XP 034188113.1  
Dufourea novaeangliae|LOC107189829|XP 015424147.1  
Megachile genalis|LOC117220559|XP 033329428.1  
Colletes gigas|LOC122396178|XP 043250283.1  
Nomia melanderi|LOC116429478|XP 031838330.1  
Apis dorsata|LOC102672709|XP 031368149.1  
Apis cerana|LOC107897633|XP 038522548.1  
Friesioneella varia|LOC122531892|XP 043516106.1  
Apis laboriosa|LOC122718496|XP 043799515.1  
Apis mellifera|LOC105770280|XP 026297928.1  
Apis florea|LOC108724816|XP 030801488.1  
Eufriesea mexicana|LOC108548337|XP 017758770.1  
Ceratium calcarata|LOC108632922|XP 017893292.1  
Bombus terrestris|LOC106460890|XP 012166281.1  
Bombus vancouveriensis|LOC117184618|XP 033203764.1  
Bombus vosnesenskii|LOC117234966|XP 033324831.1  
Bombus pyrosoma|LOC122570341|XP 043588452.1  
Bombus bifarius|LOC117210582|XP 033309628.1  
Bombus impatiens|LOC105680846|XP 033176878.1

Ins

IGF

**Fig. S2. Phylogenetic tree of *Ins* and *IGF* genes, separated into two groups.** Genes from ants, bees, wasps, and sawflies are indicated in red, blue, green, and black font respectively. Most hymenopteran species analyzed in this study, including *Harpegnathos saltator* indicated by arrows, clearly contain two *ILPs*: *Ins* and *IGF*. Numbers on internal branches represent support values as measured by the Ultrafast Bootstrap approach with 1000 replicates. Red dots in the tree indicate bootstrap support  $\geq 95\%$ .

A)

B)

Insulin-like peptide (ILP) domains

Mature form: 6 cysteine amino acids forming 3 disulfide bonds

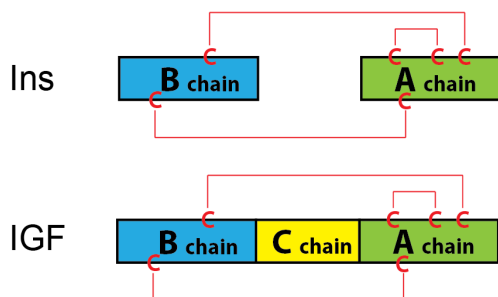

C)

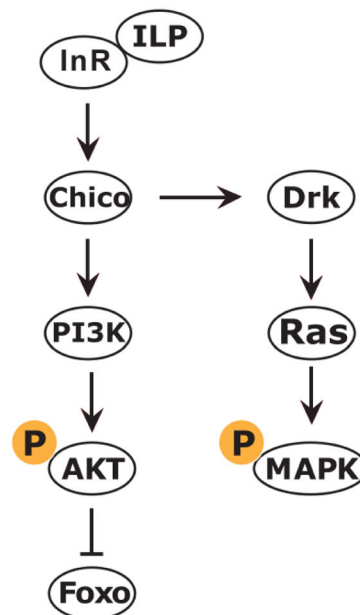

D)

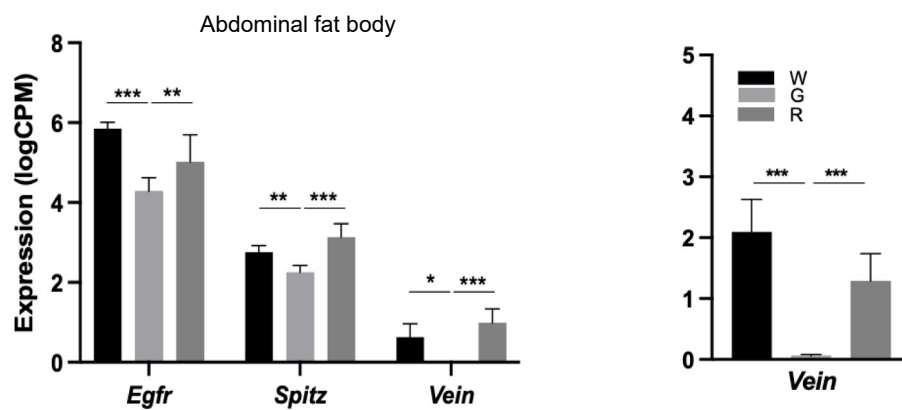

**Fig. S3 (A)** A list of the top 10 characterized gamergate-biased DEGs in the brain compared to workers is sorted by FDR values. Ins (insulin or LIRP) is ranked 5<sup>th</sup> among the characterized gamergate-biased DEGs in the brains. **(B)** Domain structures in insulin-like peptides (ILPs) and the mature forms of Ins and IGF proteins. Red lines show disulfide bonds. SP: signal peptide. C: cysteine. **(C)** The highly conserved insulin/IGF signaling (IIS) pathway and its downstream targets, AKT and MAPK. AKT and MAPK can also be activated by IIS-independent factors. P: phosphorylation. **(D)** RNA abundance of DEGs in the abdominal fat body and ovary in workers (W, black), gamergates (G, gray) and revertants (R, dark gray). *Egfr*: epidermal growth factor receptor. LogCPM: log counts per million. Data are from four biological replicates per caste. p values from EdgeR are indicated. Bars and error bars represent mean  $\pm$  SEM. False Discovery Rate (FDR) cut off < 0.05.

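Of the genes higher in gamergate than in worker brains, 8 had a lower p than Ins, and 6 of these are listed as uncharacterized proteins. The other two were arylphorin subunit alpha (LOC105185161) and centrosomal protein of 78 kDa (LOC105188568). Arylphorin, a storage protein, had 118 to 1608 reads in each gamergate brain, 0 to 6 in each worker brain and 0 to 52 in each revertant brain. Its log2 fold change relative to workers was 8.97 (standard error 1.17, adjusted p = 0.00642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether its reads came from brain cells was not tested. The centrosomal protein had a smaller difference of 0.97 (standard error 0.13) with the same adjusted p in that test, which Ins shared, so the order of these genes rests on their unadjusted p. The rank of Ins among the genes not listed as uncharacterized lay between 2 and 6 with each library left out in turn. It was 1 when only genes with at least 10 counts in every library were tested, 23 when all 3 castes were fitted together, and 64 with library size class as a term. Among the 6 brain libraries under 3500000 counts, the log2 fold change was 9.74 for arylphorin and 1.12 for the centrosomal protein, both past the threshold.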

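In the ovary, the transcript of Vein (LOC105181399), a ligand of the epidermal growth factor receptor, was counted 15 to 25 times in each worker library, 3 to 8 times in each gamergate library and 5 to 26 times in each revertant library. Its level was 2.53 ± 0.88 log2 CPM (SD, n = 4) in workers, −0.48 ± 0.38 (SD, n = 4) in gamergates and 1.73 ± 1.04 (SD, n = 4) in revertants. The log2 fold change of gamergates relative to workers was −3.94 (standard error 0.57, adjusted p = 4.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the castes (exact permutation test, two-sided p = 0.0286). So few reads limit the precision of this value. It moved to −2.81 with library size class as a term, still past the threshold, and ranged from −4.25 to −3.65 with each library left out in turn. The filter on low counts left the gene out of the comparison with revertants.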

A)

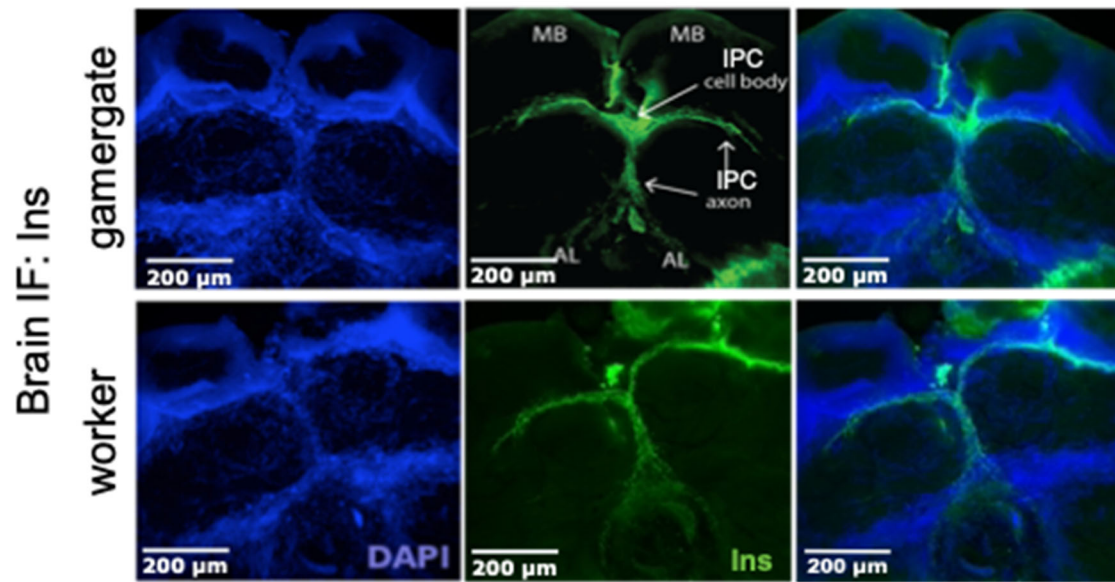

B)

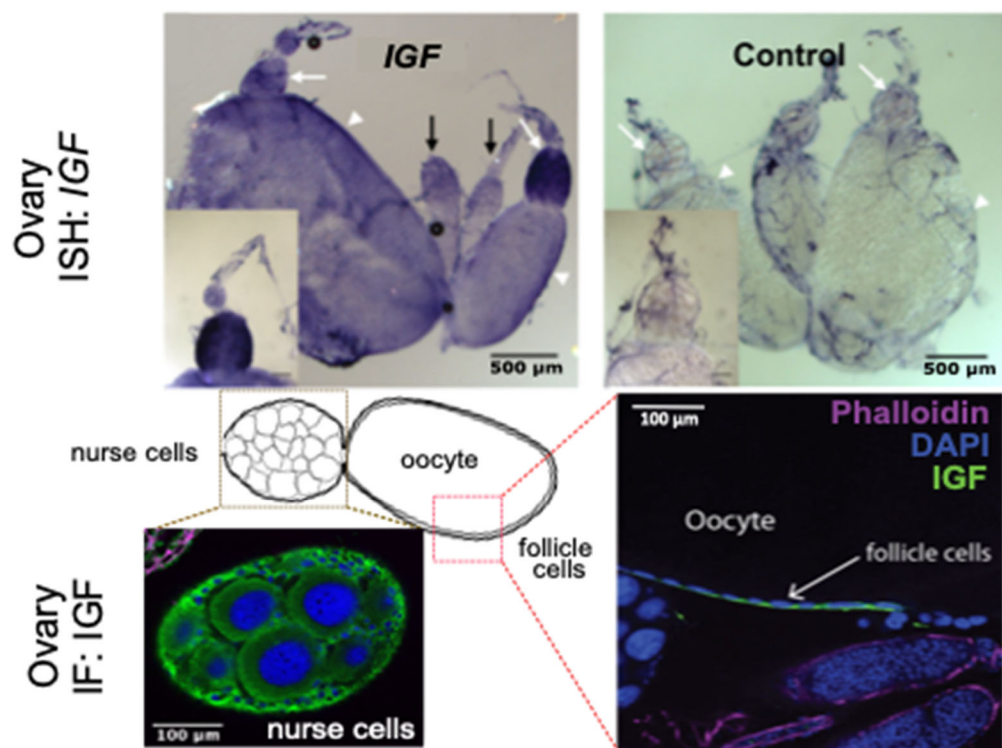

**Fig. S4. Localizations of Ins and IGF in the brain and in the ovary, respectively.** (A) immunofluorescence (IF) staining of brain insulin-like peptide (Ins) in a gamergate (upper panel) and a worker (lower panel). Ins protein (green) is localized in the insulin producing cells (IPCs) situated between two mushroom bodies (MBs), and along the axons in both brains of worker and gamergate. Blue represents DAPI. (B) Colorimetric *in situ* hybridization (ISH) and IF staining of ovarian IGF. Upper panel, left: localization of *IGF* mRNA by ISH as indicated by arrows; right: a control probe. Lower panel: the nurse cell and the developing oocyte in an egg chamber (EC, left panel) and localization of IGF protein in the EC (right and lower panels). Ovarian IGF protein (green) is localized in the cytoplasm of follicle cells (right panel) and nurse cells (lower-left panel). DAPI stains for DNA (blue). Phalloidin is represented by magenta.

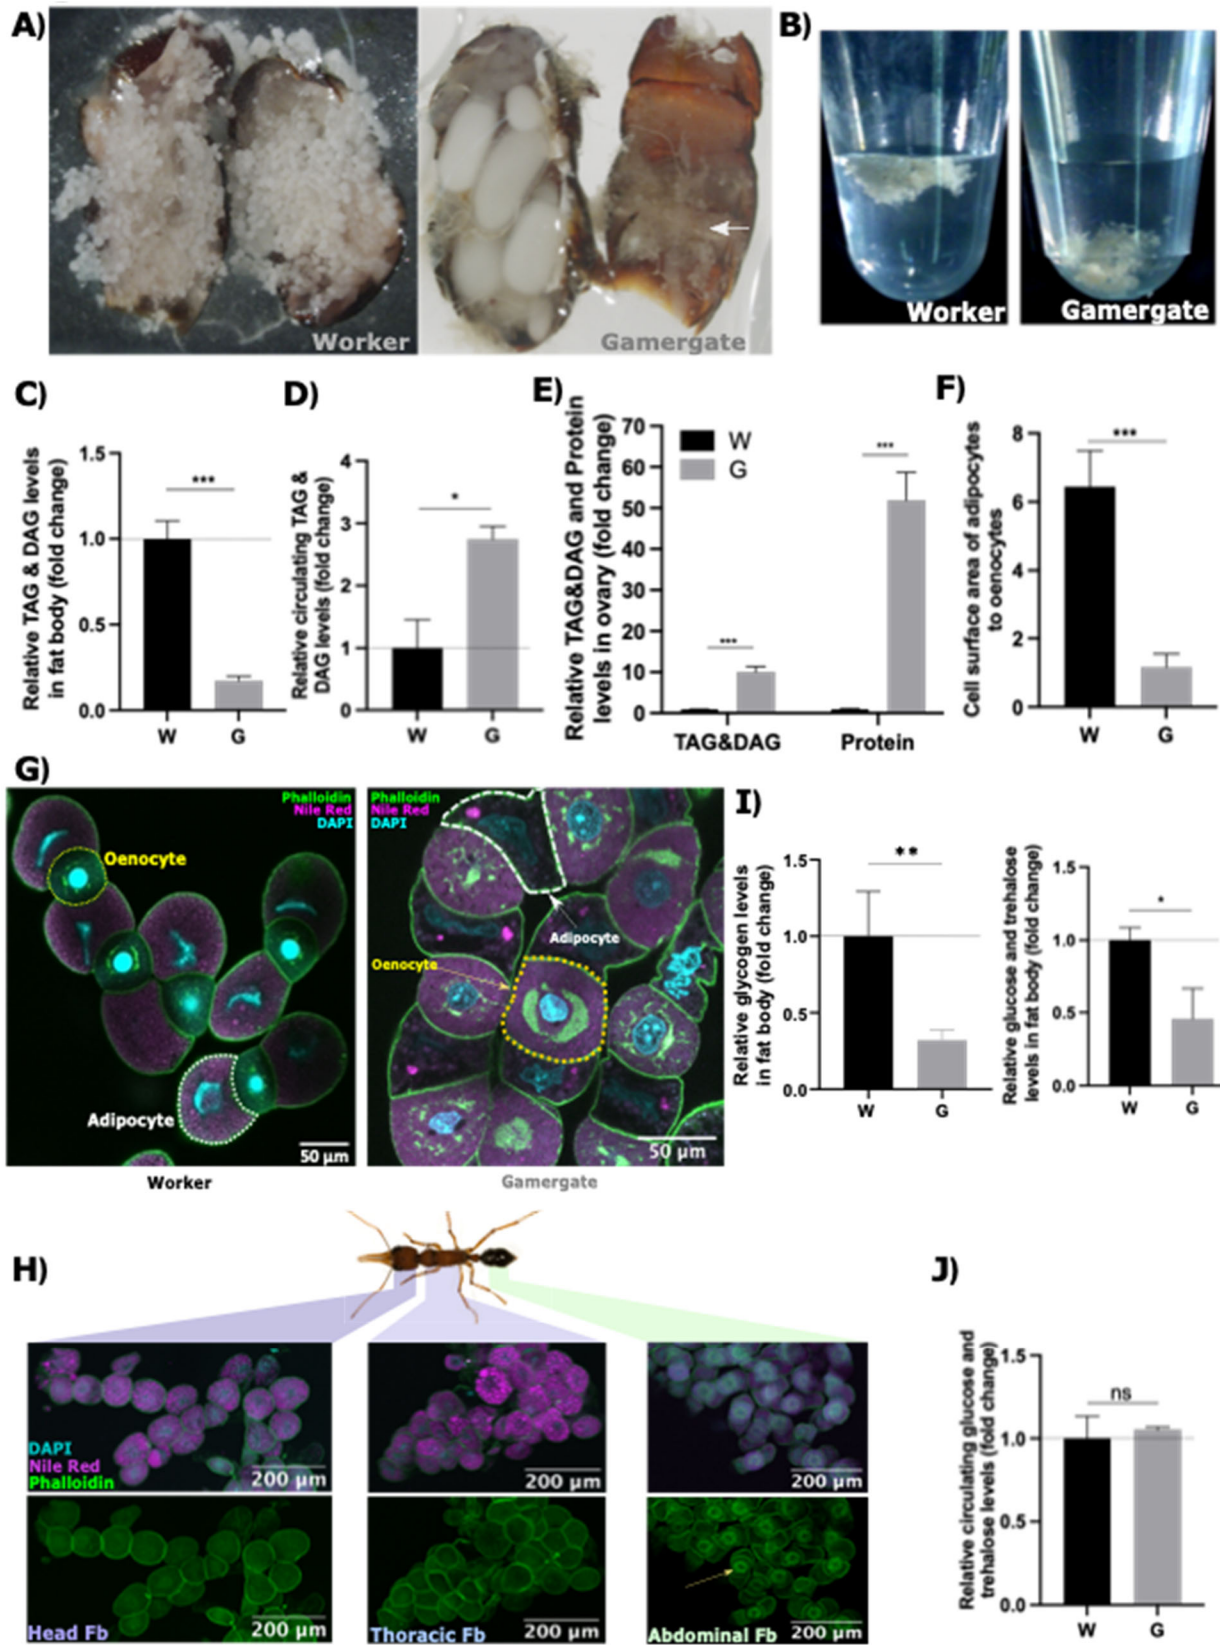

**Fig. S5 Lipid depletion in the abdominal fat body during the worker-to-gamergate transition.** (A-B) Morphological comparisons of abdominal fat bodies in worker vs. gamergate. (A) Dissected abdomens of workers (W, left) and gamergates (G, right) were imaged by a bright field microscope. Arrow in G indicates the fat body. (B) The dissected abdominal fat bodies from workers (left) and gamergates (right) float and sink in saline buffer, respectively. (C-E) Comparison of the triglyceride (or triacylglycerol, TAG) and diglyceride (or diacylglycerol, DAG) levels in the fat body (C), hemolymph (D) and ovary (E) of worker and gamergate. (C) Quantification of total amounts of TAG/DAG in abdominal fat body per individual worker (W) vs. gamergate (G) (n=5 individuals,  $p<0.001^{***}$ ). (D) Quantification of circulating TAG/DAG levels per volume ( $\mu$ l) in worker vs. gamergate hemolymph (n=3 individuals,  $p<0.05^*$ ). (E) Quantification of TAG/DAG and protein in the ovary: increased lipid and protein levels in individual gamergates (n=8 individuals) compared to workers (n=10 individuals,  $p<0.001^{***}$ ) may suggest their uptake from hemolymph to ovary for constant oogenesis in gamergates. (F-H) Immunofluorescence (IF) staining of the fat body with DAPI, Nile Red and fluorophore-conjugated Phalloidin antibody (cyan, magenta and green, respectively). (F) Quantification of the ratio of adipocyte to oenocyte cell surface area in workers vs. gamergates (n=3 individuals,  $p<0.001^{***}$ ). p values are from unpaired t test. Bars and error bars represent mean  $\pm$  SEM. (G) Two fat body cell types: adipocytes (white borderline) and oenocytes (yellow borderlines), are indicated in the abdominal fat body of both worker (left) and gamergate (right). (H) Oenocytes (or hepatocyte-like cells), recognized by a green ring structure around the nucleus (stained with Phalloidin, indicated by an arrow in the right lower panel), are found exclusively in the abdominal fat body (Fb), and not in the head and thoracic fat body. (I-J) Comparison of the carbohydrate levels in worker vs. gamergate. (I) Quantifications of levels of glycogen (left) and of trehalose/glucose (right) in the abdominal fat body of each worker vs. gamergate (n=5 individuals,  $p<0.05^*$ ). (J) Quantification of circulating sugar levels (per microliter) in the hemolymph of worker vs. gamergate (n=3 individuals,  $p=0.70$ ). p values are from unpaired t test. Bars and error bars represent mean  $\pm$  SEM.

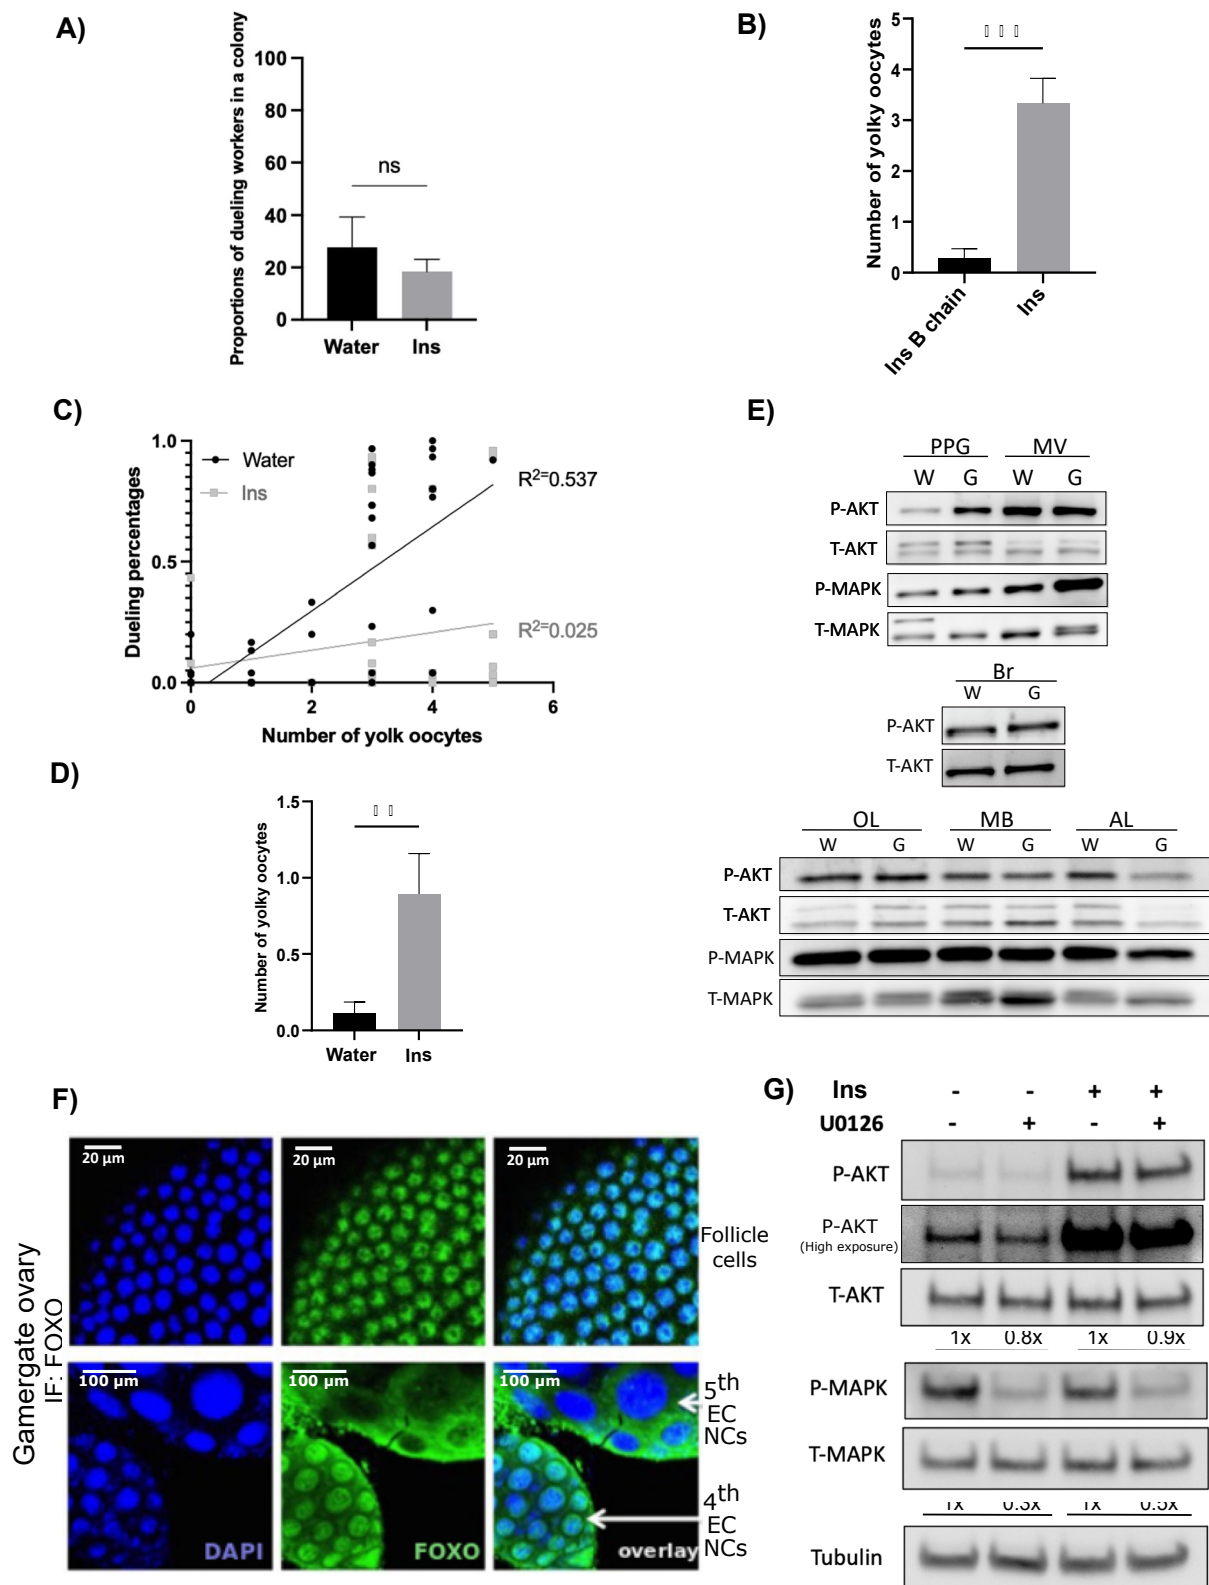

**Fig. S6. Effects of Ins and U0126 on antennal dueling in the workers during transition. (A-D)** A single injection of Ins with water or Ins B chain as a control into worker abdomen. **(A)** The proportion of dueling vs. non-dueling workers in a colony are not significantly affected by Ins injection. **(B)** The number of yolky oocytes in Ins B chain- vs. Ins-injected ants. **(C)** Positive correlation between dueling activity and ovary development (the number of yolky oocytes) in control workers (black,  $R^2=0.5$ ), as opposed to Ins-injected workers (gray,  $R^2=0.02$ ) that exhibit no positive correlation. **(D)** The number of yolky oocytes of workers in a mature colony with reproductives, injected with water or Ins, were estimated 5 days post injection (n=3 colonies, 60 individuals per condition,  $p<0.01^{**}$ ). p values are from Mann-Whitney test. Bars and error bars represent mean  $\pm$  SEM. **(E)** Western blot analysis comparing P-AKT, T-AKT, P-MAPK and T-MAPK levels in the following tissues from worker (W) vs. gamergate (G): the postpharyngeal gland (PPG), malpighian vesicle (MV), the whole brain (Br), optic lobe (OL), mushroom body (MB) and antennal lobe (AL). **(F)** IF staining of a transcription factor FOXO in the gamergate ovary detected by *H. saltator* FOXO antibody (green). Nuclear-localized FOXO in the ovarian follicle cells and in the nurse cells (NCs) of the 5<sup>th</sup> egg chamber (EC) are shown in upper and lower panels, respectively. FOXO localization in the cytoplasm is shown in the 4<sup>th</sup> EC NCs (lower panels). Nuclei were identified by DAPI (blue). **(G)** Western blot analysis of P-AKT (at low and high exposures), T-AKT, P-MAPK, T-MAPK and tubulin in worker fat body treated with the synthetic Ins peptide and/or U0126. Fold changes (X) of U0126-treated samples are indicated in comparison to either control or Ins-treated samples.

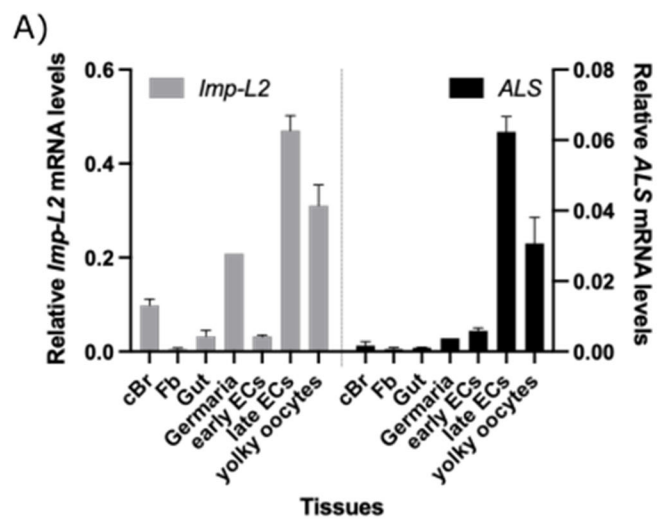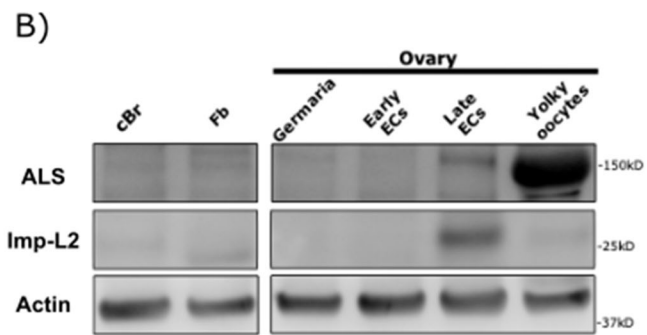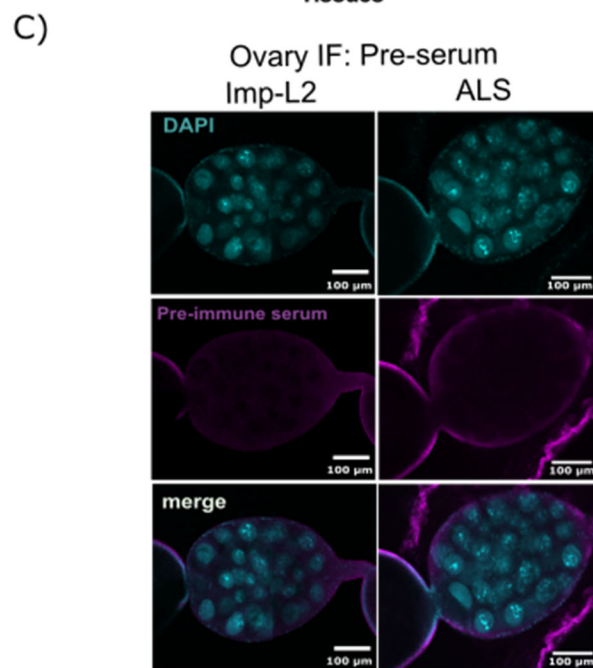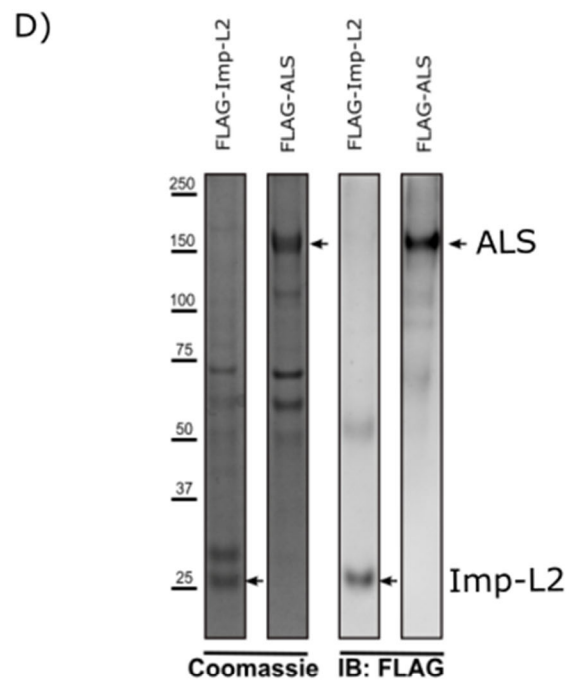

**Fig. S7. Localization of FOXO, Imp-L2 and ALS in gamergate ovaries.** (A) RT-qPCR analysis of *ALS* and *Imp-L2* mRNAs in different tissues, such as the central brain without optic lobes (cBr), fat body (Fb), gut and different parts of the ovary from gamergates, including germaria, early egg chambers (ECs), late ECs and yolky oocytes (n=3 individuals). Germaria from three individuals were pooled together. Expression levels were normalized by *ribosomal protein L32 (Rpl32)* gene. Bars and error bars represent mean  $\pm$  SEM. (B) Western blot analysis of Imp-L2 and ALS proteins from different tissues, as indicated. Actin serves as a loading control. (C) IF staining of *H. saltator* Imp-L2 and ALS pre-sera in the gamergate ovary (magenta). (D) Purified FLAG-tagged Imp-L2 and ALS proteins from insect Sf9 cells were separated by SDS-PAGE and stained with Coomassie Blue (left) and immunoblotted with FLAG antibody (right).

**Table S1. Lists of differentially expressed genes (DEGs) identified from the central brain (cBr) without the optic lobes, the abdominal fat body (Fb) and the ovary (Ov) between worker (W) vs. gamergate (G) and revertant (R) vs. G.** Gamergate expression levels were used as a reference for both comparisons. G-biased DEGs, which are up-regulated DEGs in gamergate tissues compared to worker or revertant tissues, are shown in green, while W-/R-biased DEGs are shown in red. See the Excel file “Table\_S1.xlsx”

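Table S1 lists genes with the log2 fold change, average log2 CPM, p-value and false discovery rate of each comparison, as edgeR writes them, and because gamergates are the reference, a negative log2 fold change there marks a gene that is higher in gamergates. The copy used here holds 1999 genes for each of the brain comparisons, of the 12654 genes counted, so it was used for single values and for the count of brain DEGs between workers and gamergates, all of which it holds, and not for tests of overlap.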

**Table S2. Lists of the predicted biological process (BP) gene ontology (GO) for each gene and the enriched GO terms associated with identified DEGs in different tissues of worker (W), gamergate (G) and revertant (R).** The enriched GO terms which are up-regulated in G are shown in green, while W- or R-biased GO terms are shown in red. The enriched GO terms related to fat metabolism and the IIS pathway in fat body (Fb) and ovary (Ov) are highlighted in yellow. p values from Fisher’s exact test are indicated. Only terms with significant p values (p< 0.01) are shown. See the Excel file “Table\_S2.xlsx”

**Table S3. A list of protein sequences of the 71 Hymenopteran genomes with annotations available in the NCBI RefSeq database.** See the Excel file “Table\_S3.xlsx”

How the deposited data were processed for this re-analysis (not part of the article)

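The central brain without optic lobes and the whole ovary of 6-month-old Harpegnathos saltator workers, gamergates and revertants were profiled by RNA sequencing. Each library came from a single ant, with 4 libraries per caste and tissue and 24 in all. Caste and replicate were taken from the labels of the libraries and from the paper. The 12 fat body libraries of the same experiment were not analysed here.

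The authors isolated polyA RNA, made strand-specific libraries with dUTP in the second strand, sequenced them, aligned the reads with STAR to the Harpegnathos genome and deposited the counts of reads per gene for each tissue, without normalization. Both tables hold the same 12654 genes, of which 828 had no read in any brain library and 561 had none in any ovary library. The paper's text does not name the program that counted the reads, the annotation release, the use of strand or the handling of reads that align to more than one place, so counts of near-identical or overlapping genes are uncertain. The columns of the tables name the libraries, and 0 columns were left unmatched. A reference table of RefSeq genes named 12632 of the 12654 identifiers, and no coordinates were taken from it. Protein names were taken from Table S1.

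From the deposited counts, log2 CPM values were computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization and a prior count of 2, as the mean and SD over 4 libraries. Each pair of castes within a tissue was fitted by itself with edgeR's quasi-likelihood test on the genes kept by filterByExpr, and DEGs were genes with a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were computed from the fold change and the F statistic of the test. Single genes were also compared by exact permutation tests, whose smallest two-sided p for 4 libraries against 4 is 0.0286. The difference between the tissues in the effect of caste was tested as an interaction term in one fit of the worker and gamergate libraries of both tissues. The return of expression in revertants was measured as the share of DEGs between gamergates and workers that were also DEGs between gamergates and revertants in the same direction, and the correlation of the log2 fold changes of both comparisons was set beside 20 simulations in which they share the gamergate libraries. Principal components were computed from genes with a mean of at least 5 CPM.

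Total counts per library ranged from 1339043 to 12917125 in the brain and from 1663266 to 23882325 in the ovary. A count of 3, taken as the floor, is 2.24 CPM in the smallest brain library and 1.80 CPM in the smallest ovary library, and 0.232 and 0.126 CPM in the largest. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries was identical. The chi-square per degree of freedom between libraries of one caste was at least 2.60 in the brain and 8.14 in the ovary, so no library was counted as a copy of another.

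The quasi-likelihood test was tested on simulated counts with the means and library sizes of the real libraries. It recovered 183 of 199 changed genes in the brain, with 3.68% of its calls false, and 153 of 200 in the ovary, with 6.10% false. DESeq2 1.42.0, edgeR's likelihood ratio test and edgeR's exact test recovered 187, 191 and 190 changed genes in the brain, with 11.4%, 12.8% and 12.0% of calls false, and 19.7%, 16.6% and 15.9% false in the ovary. With an added difference between libraries over and under 3500000 counts, 96.7% of the calls between simulated gamergate and revertant brains were false without a term for library size class, and with it 8.29% were false and 83.4% of the changed genes were recovered. Between simulated gamergate and worker ovaries with such a difference, 84.8% of the calls were false without the term and 2.91% with it. Between simulated gamergate and worker brains these were 5.65% and 2.72%, and between simulated gamergate and revertant ovaries 4.27% and 4.84%. The added difference was the same in all castes, as the term assumes. These simulations therefore cannot tell whether that assumption holds in the real libraries.

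The rule for naming genes was fixed before the data were examined, as were the tests, the libraries in each fit and most of the alternatives. It names the 15 genes of Table S4, the characterized genes ranked above Ins in the brain, and for gamergates or revertants against workers up to 3 genes per direction with the largest log2 fold change among DEGs that had an average of at least 3 log2 CPM and no overlap between castes. The alternatives fixed then were other scalings (DESeq2's size factors, upper quartile, library size only), no filter or at least 10 counts in every library, DESeq2, edgeR's likelihood ratio and exact tests, one fit of all 3 castes, the replicate number as a block, an adjusted p under 0.01, an absolute log2 fold change of at least 1, different gamergate libraries in the comparisons, and each library left out in turn. Added after the data had been seen were the likelihood ratio and exact tests with no filter, library size class as a term, fits within one class, a block of brain and ovary libraries of one number in the interaction, genes ranked by p with 2 gamergate libraries against the other 2, and counts thinned to the lowest total of a tissue. The class limit of 3500000 counts was set after the library totals and the principal components had been seen. A list of muscle genes and a list of fat body genes were used, with their results among the additional observations. Figures were drawn with matplotlib 3.10.9.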

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

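The test of muscle genes in the ovary and the test of Imp-L2 within one class of library size were chosen only after their results had been seen, and the limit between the classes was set after the library totals and the principal components had been seen.

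In 8 of 85 groups of 4 libraries, 1 library lay far from the other 3, by the ratio of its gap to the nearest of them over the range of the group, and about 4.25 groups would do so by chance. In worker brains, Ins in library 2 was at 3.15 log2 CPM against 3.76 to 3.88 in the others (ratio 0.832, from 14 reads), and Far in library 4 was at 7.19 against 7.66 to 7.72 (ratio 0.882). Elovl had a ratio of 0.869 for revertant brain library 3 and of 0.867 for gamergate ovary library 3. Fasn had a ratio of 1 for gamergate brain library 4, with 5 reads against 0 in the others, and of 0.840 for gamergate ovary library 3. Among gamergate brains, Egfr in library 1 was at 4.93 against 5.12 to 5.14 (ratio 0.906), and Vein in library 2 was at 4.90 against 4.58 to 4.61 (ratio 0.890). In the groups of Elovl and Fasn no library had more than 44 reads. Since these are libraries of one caste and tissue, the design gives no biological explanation, and none was tested.

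The effect of caste differed between the tissues. Of 9674 genes, 1641 had a higher and 1822 a lower log2 fold change of gamergates relative to workers in the ovary than in the brain (interaction in edgeR's quasi-likelihood test, adjusted p under 0.05). Of 100 groupings of the worker and gamergate libraries within each tissue, the real one included, 1 gave as many genes. Regrouping removes every effect of caste, also one that both tissues share. It therefore cannot tell whether the effect differs between the tissues, which rests on the interaction test. Of the 13 genes of Table S4 that were tested, 7 differed when adjusted over all genes and 8 when adjusted over the list alone, a list the study chose on these samples. The differences were −1.35 for InR1, −1.36 for InR2, 7.14 for IGF, 4.35 for ALS, 3.60 for Imp-L2, 1.96 for Far and −3.13 for Vein, with adjusted p-values of at most 0.00945 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All brain libraries were on one lane and all ovary libraries on another, so the castes compared within a tissue shared a lane. With library size class as a term, Far had a difference of 0.92 that was no longer past the threshold, and Vg (−5.77), Crz (4.01) and Egfr (−0.92) were past it. Crz, at 3.49 and not past it in the main fit, was also past it under DESeq2 (3.43), the likelihood ratio test (3.455) and one fit of all 3 castes (3.51). Of the 7 genes, Imp-L2 was past the threshold in the brain by itself, InR1, InR2, ALS, Far and Vein were not, and IGF was left out there by the filter on low counts.

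Imp-L2 went in opposite directions, lower in gamergate than in worker brains (−1.30) and higher in gamergate than in worker ovaries (2.23). Of the technical explanations, a difference that goes with library size is argued against by the 6 brain libraries under 3500000 counts, where the log2 fold change was −1.13 and past the threshold. Normalization is argued against by the other scalings, which gave −1.25 or lower in the brain. In the ovary, the paper's quantitative RT-PCR placed Imp-L2 mRNA mainly in late egg chambers and yolky oocytes, which worker ovaries lack. The rise in whole ovaries may therefore follow from the egg chambers present. A regulation of Imp-L2 within cells that depends on tissue stays a hypothesis, and the cell composition of the brain samples remains open.

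InR1 and InR2 fell in the gamergate ovary relative to workers, while in the brain their log2 fold changes were 0.20 and −0.26 and not past the threshold (0.72, past it, and 0.29 among the 6 brain libraries under 3500000 counts). Normalization is argued against by the other 3 scalings, under which the ovary value nearest to 0 was −1.21, and library size by the value with size class as a term, which was −0.98 for InR1. The fall of 6 muscle genes, troponin T, troponin C, paramyosin, both genes of muscle-specific protein 20 and muscle LIM protein, is consistent with a smaller share of muscle in the RNA of gamergate ovaries. Their median log2 fold change was −3.78, from −4.75 to −2.62, and all 6 were past the threshold. The list was written before the data were seen and was matched to protein names in the part of Table S1 at hand, and the worker ovary as a whole organ expresses these genes. Paramyosin and one muscle-specific protein 20, the most abundant, had averages of 7.09 and 7.48 log2 CPM. Such a shift in the tissue of the ovary may account for part or all of the fall of the receptors, as may regulation within cells, and the whole organ gives no value that separates these.

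In the brain, the genes outside those the paper discusses with the largest differences between gamergates and workers were arylphorin subunit alpha LOC105185161 (log2 fold change 8.97), the uncharacterized LOC105189919 (8.22), cytochrome P450 9e2 LOC105186981 (−3.65) and somatostatin receptor type 2 LOC105186685 (−2.73). Arylphorin had 118 to 1608 reads in gamergates and 0 to 6 in workers, and LOC105189919 had 40 to 625 and 0 to 4, with 1 to 520 in revertants. The cytochrome had 0 to 5 reads in gamergates and 11 to 64 in workers. Among the 6 libraries under 3500000 counts the values were 9.74, 11.21, −3.65 and −1.79, all past the threshold. With library size class as a term they were 9.90, 12.38, −3.71 and −1.81, and those of LOC105189919 and the cytochrome were not past it. In one fit of all 3 castes the cytochrome, at −3.68, was not past it either. The cytochrome was not past it without gamergate library 1 (−3.25), 3 (−3.62) or 4 (−3.44). The somatostatin receptor was not past it without gamergate library 1 (−2.65), 2 (−2.996), 3 (−2.67) or 4 (−2.62) or worker library 1 (−2.45) or 3 (−2.54). These genes were chosen for the size of their difference, so no explanation was tested on them, and caste stays open as untested.

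In the ovary, 3 genes with 0 reads in all 4 workers were at least 51.6-fold (LOC105188671), 17.9-fold (LOC109504011) and 13.7-fold (LOC112590275) higher in gamergates, computed against a floor of 3 reads. They had 983 to 1985, 313 to 690 and 228 to 526 reads in gamergates, and in revertants at most 3, 0 and 8. The genes that fell most were LOC105187459 (−9.07), actin, muscle LOC105188753 (−6.92) and LOC105190786 (−6.64). LOC105187459 had 57 to 7605 reads in workers and 9 to 71 in gamergates, and was at −5.71 without worker library 4. LOC105190786 had 20 to 408 and 0 to 15, and was at −3.82 without worker library 2. With library size class as a term the values were −2.63 (not past the threshold), −4.02 and −4.58. No explanation was tested on these genes, which were chosen for the size of their difference, and caste stays open as untested. The muscle actin goes the way of the muscle genes above.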

How the results depend on the processing

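Of 886 values of named genes under the alternatives fixed in advance that used all libraries, 862 kept their direction and their side of the threshold, 1 was weaker, 10 were stronger and 13 were reversed. Of 844 values with 1 library left out, 788 were kept, 14 were weaker, 12 stronger and 30 reversed. Of 338 values under the alternatives chosen after the data had been seen (the likelihood ratio and exact tests with no filter, library size class as a term, thinned counts, and brain and ovary replicate block), 288 were kept, 11 were weaker, 14 stronger and 25 reversed. Except where an alternative's own construction shows the cause, the cause of a change was not tested. In the ovary, InR1, InR2, IGF, ALS and Imp-L2 kept their direction and stayed past the threshold relative to workers and relative to revertants in every setting, and so did Vein relative to workers in the settings that gave it a value. With at least 10 counts in every library there was no value for Crz, ALS, IGF, LOC105185161, LOC105189919, LOC105186981 and LOC105186685 in comparisons with gamergate brains, or in the ovary for Ins, Scd, Vein and the 6 genes with the largest changes. Thinned counts gave no value for ALS relative to workers and IGF relative to revertants in the brain, or for Ins, Vein, LOC105190786 and, between revertants and workers, Scd in the ovary. DESeq2 gave none for LOC105187459, LOC105190786 and Vg (between revertants and workers) in the ovary.

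In the brain, the numbers of genes higher and lower in gamergates than in workers (28 and 61) were 100 and 232 under DESeq2, 128 and 239 under the likelihood ratio test, 121 and 230 under the exact test, and 119 and 232 in one fit of all 3 castes. With no filter, the likelihood ratio test gave 134 and 255 and the exact test 105 and 200. They were 124 and 120 with library size class as a term and 18 and 37 with thinned counts, which hold fewer reads. With an adjusted p under 0.01 they were 10 and 13. Fewer genes passed by construction also with an absolute log2 fold change of at least 1 (32 lower) and with at least 10 counts in every library (11 higher). In simulated counts, DESeq2 and the likelihood ratio and exact tests made more calls than the quasi-likelihood test, and a larger share of them was false. Between gamergate and revertant brains (2466 and 2691), size class as a term gave 41 and 32, and an absolute log2 fold change of at least 1 gave 297 and 658. Between revertant and worker brains (0 and 0, with 1521 genes at an unadjusted p under 0.05), the numbers higher and lower in revertants were 44 and 14 under DESeq2, 52 and 12 under the likelihood ratio test, 46 and 10 under the exact test, 60 and 15 under the likelihood ratio test and 45 and 11 under the exact test with no filter, 6 and 3 with size class as a term, and 1 higher in one fit of all 3 castes.

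The rank of Ins among all genes higher in gamergate brains (9) was 1 with at least 10 counts in every library, 5 under DESeq2, 26 in one fit of all 3 castes and 126 with size class as a term, and its rank among characterized genes (3) was 1 with at least 10 counts, 23 in one fit and 64 with the term. The brain share of higher genes that were also higher than in revertants (82.1%) was 100% with at least 10 counts in every library, 30% at an adjusted p under 0.01, 33.3% (1 of 3 genes) and 50% (1 of 2 genes) with different gamergate libraries in the comparisons, and 29.0% with size class as a term, which gave 22.5% for the lower genes (96.7%).

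In the ovary, an absolute log2 fold change of at least 1 left 1146 genes higher and 1651 lower in gamergates than in workers, and 1170 and 1671 relative to revertants. Between revertants and workers (0 and 0, with 377 genes at an unadjusted p under 0.05), the numbers higher and lower in revertants were 18 and 11 under DESeq2, 14 and 9 under the likelihood ratio test, 13 and 6 under the exact test, 16 and 8 under the likelihood ratio test and 13 and 4 under the exact test with no filter, and 34 and 29 with size class as a term. The share of higher genes also higher than in revertants (83.6%) was 85.2% scaled by library size only, 85.4% under DESeq2, 89.0% in one fit of all 3 castes, 91.7% with size class as a term, 77.5% at an adjusted p under 0.01, and 69.4% and 79.1% with different gamergate libraries. The share of lower genes (84%) was 82.0% scaled by library size only and also with thinned counts, 80% with no filter, 80.8% and 81.1% for the likelihood ratio and exact tests with no filter, 86.4% in one fit of all 3 castes, 88.1% with size class as a term, 76.9% at an adjusted p under 0.01, 80.8% with an absolute log2 fold change of at least 1, and 57.2% and 67.7% with different gamergate libraries.

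Reversed directions were of genes whose effects were close to 0 under TMM or that moved with library size. Far, which did not differ between gamergate and worker brains, was at 0.035 with upper quartile scaling, 0.042 scaled by library size only, 0.0072 with no filter, 0.0051 and 0.0052 for the likelihood ratio and exact tests with no filter, and 0.13 with size class as a term, and relative to revertants at 0.022 scaled by library size only and 0.11 with size class as a term. InR1 between gamergate and revertant brains was at 0.070 with upper quartile scaling, 0.16 scaled by library size only, 0.0046 with no filter, 0.0047 in both tests with no filter, 0.0095 with thinned counts and 0.87 with size class as a term. Of these values for InR1, only that with size class as a term was past the threshold. With size class as a term, gamergate brains relative to workers were at 0.29 for InR2, −0.12 for ALS, 0.39 for Hpd-1 and 0.28 for Vein, and relative to revertants at 0.39 for InR2, 1.40 for Hpd-1 and 0.59 for Vein. Under the same term revertant brains relative to workers were at −0.15 for InR1, −0.10 for InR2, −0.57 for Vg, −0.011 for Egfr and −0.31 for Vein, revertant ovaries relative to workers at 0.76 for Vg and −0.13 for IGF, and the interaction of tissue and caste was −0.78 for Hpd-1. Thinned counts gave 0.10 for Imp-L2 between revertant and worker brains. Hpd-1 between gamergate and revertant ovaries was at −0.050 with upper quartile scaling, −0.048 scaled by library size only and −0.033 with thinned counts, and Vg between revertant and worker ovaries at 0.060 with upper quartile scaling and 0.038 scaled by library size only.

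Replicate numbers did not pair libraries of different castes, and whether brain and ovary libraries of one number come from one ant is not stated. Deviations from the caste means of libraries with the same number had correlations across genes over 0.1 in at most 3 of 4 pairs of a comparison, with 0.26, −0.19, 0.49 and 0.42 for revertant and worker ovaries as the highest set. Between brain and ovary libraries of one number they were over 0.1 in 4 of 4 pairs for revertants, 2 of 4 for gamergates and 2 of 4 for workers. The interaction treats brain and ovary libraries as independent, and with each caste and number as a block fewer than 3463 genes differed, and no gene of Table S4 changed its call. With the replicate block, 32 genes were lower in gamergate than in worker brains, 1 was higher in revertant than in worker brains, the ovary shares were 79.5% and 78.5%, Ins ranked 6th among characterized genes, Vg in gamergate ovaries was at 4.11 relative to workers and 4.01 relative to revertants and past the threshold, Far was at 0.011 between gamergate and worker brains, and Egfr at 0.011 between revertant and worker ovaries.

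With 1 library left out, the numbers of genes higher and lower in gamergate than in worker brains ranged from 10 to 303 and from 13 to 547, the highest without worker library 4. They were 10 and 23 without worker 1, 14 and 27 without worker 3, 10 and 14 without gamergate 1, 17 and 20 without gamergate 2, 14 and 14 without gamergate 3 and 11 and 13 without gamergate 4. The rank of Ins among characterized genes ranged from 2 (without worker 1) to 6 (without gamergate 3). The brain share of higher genes ranged from 40% (without gamergate 1) to 92.7% (without worker 4), with 45.5% without gamergate 4, and that of lower genes from 85% (without gamergate 2) to 98.2%. The ovary shares ranged from 73.1% (without worker 3) to 87.1% and from 74.6% (without worker 3) to 86.7%, the highest without revertant 3. Between revertant and worker ovaries 0 to 2 genes were higher in revertants (377 of all genes at an unadjusted p under 0.05), 1 without revertant 3 and 2 without revertant 4.

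Among genes past the threshold in the brain relative to workers, Crz was not past it without gamergate 1 (−2.70), and Vg was not without gamergate 1 (4.75), gamergate 3 (4.93), gamergate 4 (4.23) or worker 1 (4.93). Egfr was past it without worker 4 (−0.66). Relative to revertant brains, ALS was past it without revertant 1 (−0.63) and Far without revertant 4 (−0.17). In the ovary, values newly past it were those of Ins without worker 4 (1.11) and Vg without worker 3 (4.70) relative to workers, and of Scd without revertant 3 (1.75) and Vg without revertant 1 (5.02) relative to revertants. The interaction for Crz was past it without brain gamergate 2 (3.89), brain gamergate 4 (3.83), ovary gamergate 2 (3.66), ovary gamergate 4 (3.71) or ovary worker 1 (6.24).

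Directions that reversed with 1 library left out were those of small effects. Between gamergate and worker brains, ALS ranged from −0.027 (without worker 1) to 0.24, and Far from −0.10 to 0.043, above 0 without gamergate 2 (0.02), gamergate 3 (0.02), worker 1 (0.03), worker 2 (0.02) or worker 3 (0.043). Between gamergate and revertant brains, InR1 ranged from −0.055 to 0.053, above 0 without gamergate 3 (0.03), gamergate 4 (0.053), revertant 1 (0.051) or revertant 4 (0.002). Between revertant and worker brains, Vg ranged from −0.58 (without revertant 2) to 0.83, and was below 0 also without worker 2 (−0.06) and worker 4 (−0.15). Imp-L2 ranged from −0.18 to 0.080 (without revertant 1, and 0.07 without worker 3), Egfr from −0.05 (without revertant 1) to 0.23, and Vein from −0.020 (without worker 4) to 0.44. Between gamergate and revertant ovaries, Hpd-1 ranged from −0.080 (without revertant 3) to 0.21. Between revertant and worker ovaries, InR1 ranged from −0.0030 (without revertant 4) to 0.27, Vg from −2.70 to 2.30 (without worker 3, and above 0 without revertant 2, 3 or 4 at 0.32, 0.23 and 0.28), IGF from −0.067 (without revertant 3) to 0.49, Imp-L2 from −0.16 (without revertant 4, and −0.12 without worker 3) to 0.30, Far from −0.53 to 0.49 (without worker 3), and Egfr from −0.16 to 0.17 (without worker 3, and above 0 at 0.05 without revertant 1 and 0.03 without worker 2).

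Depth limits the values of genes with few reads. The 4 gamergate brains had at most 1799316 counts each, so Ins rests on 56 to 83 reads in each of them and Crz on 3 to 22, and IGF, with 0 to 6 reads in gamergate brains, was left out by the filter on low counts in the comparison with workers.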

Differences from the paper's values

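The brain DEGs between gamergates and workers numbered 28 higher and 61 lower in gamergates, against the paper's 88 and 204 in Table S1. Of the 20 alternatives set before the data were examined, DESeq2 (100 and 232), edgeR's likelihood ratio test (128 and 239), edgeR's exact test (121 and 230) and one fit of all 3 castes (119 and 232) came within 1.5 times of the paper's numbers, and the others did not.

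Ins ranked 3rd among the characterized genes higher in gamergate than in worker brains, against the paper's 5th. Of the alternatives set before the data were examined, the replicate block (6th) and the fits without gamergate library 2 (5th) or 3 (6th) came within 1.5 times of it, and the others did not.

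For Vein in the brain, gamergates relative to revertants had a log2 fold change of −0.94, against the paper's −0.77 in Table S1, where the sign is the opposite because gamergates are the reference. It came within the spread between libraries of the paper's value with upper quartile scaling, scaled by library size only, and without gamergate library 1, 3 or 4 or revertant library 2, and not under the other alternatives set before the data were examined.

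In the ovary, 2725 genes were higher in gamergates than in workers, against the paper's about 1800 in fig. S1B, read by eye. Of the 20 alternatives set before the data were examined, 16 came within 1.5 times of it, and no filter on low counts, DESeq2, the fit without worker library 3, and an absolute log2 fold change of at least 1 did not.

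The ovary levels of the insulin receptors were higher than those of Fig. 2C, read by eye. For InR1 they were 8.04 log2 CPM in workers, 6.96 in gamergates and 8.14 in revertants, against the paper's about 4, about 2.9 and about 4.1. For InR2 they were 8.02, 6.46 and 8.29, against the paper's about 4.8, about 3.4 and about 5. The gaps were nearly constant for each gene, at 4.04, 4.06 and 4.04 for InR1 and 3.23, 3.06 and 3.28 for InR2, so subtracting one constant per gene, and not dividing by one factor as for a change of log base, brings the castes to the paper's levels together. Whether another unit gives these constants was not tested, and IGF in worker and revertant ovaries, in the same figure, had no such gap. The log2 fold changes of gamergates relative to workers, −1.20 and −1.68, were within the spread of the paper's about −1.1 and about −1.4, read by eye from Fig. 2C. None of the other 3 scalings set before the data were examined closed the gap in level.

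IGF in the gamergate ovary was at 8.39 log2 CPM, against the paper's about 9.2 in Fig. 2C, read by eye, and its log2 fold change relative to workers was 4.22, against the paper's about 5.5 in Fig. 2C, read by eye. Vein in the gamergate ovary was at −0.48 log2 CPM, against the paper's about 0.05 in fig. S3D, read by eye, and its log2 fold change relative to workers was −3.94, against the paper's about −2 in fig. S3D, read by eye. The figures show levels, and the differences of the mean log2 CPM levels were nearer to them, at 4.44 for IGF and −3.02 for Vein. None of the other 3 scalings set before the data were examined closed the gaps in level, and none of the alternatives set then that gave a value closed those in log2 fold change.

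The paper's Table S1 lists IGF among the genes lower in gamergate than in worker brains, and with the sign turned to gamergates relative to workers its log2 fold change is the paper's −2.78. The filter on low counts left the gene out of that comparison here. Of the settings that kept it, one fit of all 3 castes (−2.87) was past the threshold. So were the likelihood ratio test (−2.83) and the exact test (−2.82) with no filter, and the fit of the 6 brain libraries under 3500000 counts (−2.68), all chosen after seeing the values. The quasi-likelihood test with no filter (−2.84) and library size class as a term (−2.70) were not past it.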

Other observations

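The tests of fat body RNA in the brain, of worker libraries 2 and 4 as mislabelled gamergates, of the size of the differences left with library size class as a term, and of shared gamergate libraries against the share of all genes that differed, also among genes ranked by p, were chosen only after the results had been seen, and the limit of 3500000 counts was set after the library totals and principal components had been seen.

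Worker brain libraries 1 and 3 lay with the revertants, and 2 and 4 with the gamergates, on the first principal component. The gap between the worker pairs was 0.853 of the gap between revertants and gamergates. Counting depth alone is argued against, since with all libraries thinned to 1339043 counts the ratio was still 0.848 (0.846 to 0.865 over 5 draws), and so are a few abundant genes, since it was 0.873 without the 50 most abundant. Mislabelled gamergates are argued against for worker libraries 2 and 4, where Crz was at 5.64 to 6.26 log2 CPM against 1.05 to 3.69 in gamergates, and Vg at 7.57 to 8.89 against 13.9 to 15.9. Whether worker libraries 1 and 3 are mislabelled revertants could not be decided. Among the 6 brain libraries over 3500000 counts, only 1 gene was past the threshold between revertants and these workers (781 at an unadjusted p under 0.05). Between all revertant and worker brains 0 genes were past it (1521 at an unadjusted p under 0.05), but that fit includes the spread between the worker pairs. In 902 of 9360 genes (9.64%, where chance gives 2.86%) these castes did not overlap.

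A difference between libraries that goes with library size may underlie most of the DEGs between gamergate and revertant brains. The contrast of worker libraries 1 and 3 with worker libraries 2 and 4 had a correlation of 0.621 with the contrast of revertants with gamergates, across 8640 genes, which are not independent replicates, against 0.233 and −0.0874 for the other ways to pair the workers. Of the 5157 DEGs between gamergates and revertants, 92.9% had the same sign in the workers. The correlation and this share restate the placement of the workers on the first component, which had been seen before. They are not separate evidence for an effect of library size. Between the worker pairs themselves, 2159 genes were higher and 1905 lower in the larger libraries, and 3111 of these were also DEGs between revertants and gamergates in the same direction. With size class as a term, 73 DEGs between gamergates and revertants were left (1508 genes at an unadjusted p under 0.05), of which 47 were DEGs in the same direction without the term. The term takes the size effect from 4 workers and raises the median standard error from 0.112 to 0.198, so lost calls alone do not argue against caste. The differences themselves also shrank. Regressed on those without the term, they had a slope of 0.368 across genes, from 0.279 to 0.426 with each worker library left out. Of the genes, 77.5% were left with less than 0.5 of their difference. The term subtracts the contrast of the worker pairs, so this shrinkage is not separate evidence from that contrast. It argues against caste as the whole source for most of these genes only if size class acts in gamergates and revertants as in workers. It also requires that worker libraries 1 and 3 are not mislabelled revertants, which could not be decided. Reads alone are argued against, since 4128 genes were past the threshold after thinning. What the size class stands for was not tested. It may be the handling of the libraries, or a state of the ants or of the dissected tissue that goes with the yield of RNA. The DEGs that remained with the term are open to caste, and to the colony of harvest, which differed between revertants and gamergates.

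The same libraries were split in other ways. As many DEGs as between the real castes came from 1 of the 35 splits of the 8 libraries for gamergates and workers in the brain, for gamergates and revertants in the brain, and for the same pairs of castes in the ovary, in each case the real split. For gamergates and revertants in the brain the real split is also the split by library size. For revertants and workers the real split gave 0 genes in the brain and in the ovary (1521 and 377 at an unadjusted p under 0.05). Any split gives at least 0 genes, so this test cannot tell whether these castes differ. In the ovary the split of worker libraries 1 and 3 and revertant libraries 2 and 3 from the rest, which follows the order of library size, gave 1126 genes. Among the 5 ovary libraries under 3500000 counts, 40 genes were higher and 3 lower in revertants than in workers, and with size class as a term 34 were higher and 29 lower. At an unadjusted p under 0.05 were 1159 of 8702 genes among these 5 libraries and 1344 of 9525 with the term.

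Library size did not account for the DEGs between gamergate and worker ovaries in the tests made. With size class as a term, 4832 genes were past the threshold, of which 3834 were also DEGs in the same direction without it, and with thinned counts there were 4301. The larger and smaller revertant ovary libraries did differ along the same lines, with a correlation of 0.422 across 8506 genes between their contrast and that of gamergates and workers, against −0.109 and −0.269 for other pairs. Relative to revertants, 2984 genes were higher and 2947 lower in gamergates among the 6 ovary libraries over 3500000 counts. Caste is the explanation that stays open for most of these genes, as a hypothesis, beside the cell composition of an ovary with mature oocytes.

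Both comparisons behind the return of expression in revertants use the same 4 gamergate libraries. In the ovary these shared libraries are argued against as the whole source of the overlap. Among DEGs with different gamergate libraries the lowest share was 57.2%, where at most 20.1% of all genes tested differed from revertants in one direction. The log2 fold changes still had correlations of 0.912 and 0.919 across genes. The shares were lower when the first 2725 higher and 2681 lower ovary genes were ranked by p with 2 gamergate libraries. Over the 6 ways to divide the 4, they were 53.6% to 64.1% of the higher and 46.1% to 56.5% of the lower genes. At most 0.15% went in the opposite direction, and at most 20.4% of all genes tested differed in one direction. In the brain so few genes were past the threshold with 2 gamergate libraries (1 of 3 genes shared, or 33.3%) that genes were ranked by p instead, 28 higher and 61 lower. Of these, 39.3% to 67.9% of the higher and 73.8% to 83.6% of the lower genes were past the threshold in the same direction between revertants and the other 2 gamergate libraries, over the 6 ways to divide the 4, and 0 in the opposite direction, where at most 21.9% of all genes tested differed in one direction. This argues against the shared libraries as the whole source of the brain overlap as well. A difference that goes with library size stays open there, since with size class as a term the shares were 29.0% and 22.5%. The larger standard errors of that fit may lower these shares as well.

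Vg was higher in gamergate than in worker brains, by a log2 fold change of 4.75, and took 1.65% to 6.26% of all counts in gamergate brains. Without gamergate library 1, 3 or 4 or worker library 1 it was not past the threshold (4.75, 4.93, 4.23 and 4.93). RNA of abdominal fat body in the gamergate brain libraries is argued against as the whole source. At the paper's fat body levels, the smallest share that would give this Vg would bring at least 124 reads of Fasn, Elovl and Scd, and 10 were counted. Far was left out of that sum after its own expression in the brain had been seen, with 1395 reads in gamergate and 2282 in worker brains. Hpd-1 was not used in the sum, as it is not in the part of the paper's fat body table at hand. Fat body of the head and expression in brain cells remain possible explanations that were not tested. Arylphorin, with 118 to 1608 reads in gamergate brains, was not part of the sum either, and the same explanations stay open for it.

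Genes that the paper reports in the fat body were also measured in the ovary. Relative to workers, gamergate ovaries had log2 fold changes of 2.56 for Scd, 1.92 for Far and −0.93 for Egfr, past the threshold, and of 2.32 for Vg and −0.21 for Hpd-1, not past it. Vg was past it without worker library 3 (4.70), and under the likelihood ratio and exact tests (2.32 in both, and 2.41 in both with no filter). With library size class as a term, Scd was at 1.91 and not past it. Of the 12 genes of Table S4 tested in this comparison, 9 were past the threshold, adjusted over the list alone or over all genes. Fasn and Elovl were not among the genes tested, and both had few reads. Fasn had 14 to 44 in gamergate and 0 to 3 in worker ovaries, and Elovl 3 to 8 and 2 to 5. Their mean log2 CPM differed by 2.87 and −0.58, with no overlap between the castes (exact permutation test, two-sided p = 0.0286 for each). In the brain, 4 of 11 genes were past it over all genes and 5 adjusted over the list alone, the added gene being Egfr, with a log2 fold change of −0.59, also past the threshold over all genes under DESeq2 (−0.61), the likelihood ratio and exact tests with and without the filter (−0.60 and −0.59), and without worker library 4 (−0.66). The study chose this list on these samples, so the count over the list alone is not independent evidence.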
